# Quantitative Expression Profile of Distinct Functional Regions in the Adult Mouse Brain

**DOI:** 10.1371/journal.pone.0023228

**Published:** 2011-08-12

**Authors:** Takeya Kasukawa, Koh-hei Masumoto, Itoshi Nikaido, Mamoru Nagano, Kenichiro D. Uno, Kaori Tsujino, Carina Hanashima, Yasufumi Shigeyoshi, Hiroki R. Ueda

## Abstract

The adult mammalian brain is composed of distinct regions with specialized roles including regulation of circadian clocks, feeding, sleep/awake, and seasonal rhythms. To find quantitative differences of expression among such various brain regions, we conducted the BrainStars (B*) project, in which we profiled the genome-wide expression of ∼50 small brain regions, including sensory centers, and centers for motion, time, memory, fear, and feeding. To avoid confounds from temporal differences in gene expression, we sampled each region every 4 hours for 24 hours, and pooled the samples for DNA-microarray assays. Therefore, we focused on spatial differences in gene expression. We used informatics to identify candidate genes with expression changes showing high or low expression in specific regions. We also identified candidate genes with stable expression across brain regions that can be used as new internal control genes, and ligand-receptor interactions of neurohormones and neurotransmitters. Through these analyses, we found 8,159 multi-state genes, 2,212 regional marker gene candidates for 44 small brain regions, 915 internal control gene candidates, and 23,864 inferred ligand-receptor interactions. We also found that these sets include well-known genes as well as novel candidate genes that might be related to specific functions in brain regions. We used our findings to develop an integrated database (http://brainstars.org/) for exploring genome-wide expression in the adult mouse brain, and have made this database openly accessible. These new resources will help accelerate the functional analysis of the mammalian brain and the elucidation of its regulatory network systems.

## Introduction

The adult mammalian brain is one of the most sophisticated and complex organs devised by nature. The distinct functional regions that comprise it are responsible for processing internal and external information into the panoply of mammalian experience. The different locations in the adult brain have specialized functions, and various kinds of brain “maps” (or atlases), including anatomical and functional maps [1], [2], [3], [4], have been developed to illustrate them. Recently, “expression” brain maps, showing the gene transcription profiles of different brain regions, have been constructed. Since the distinct anatomical structures of the brain and their functions develop from and are regulated by transcription, at least in part, expression maps should, to some extent, delineate the same brain regions. In fact, this idea is supported by the results of published brain transcription profiles [5], [6], [7], [8], [9], [10], [11], [12], [13], [14], [15], [16], [17], which show concordance between gene transcription and anatomical and functional brain regions. To obtain expression maps of various brain regions, *in situ* hybridization (ISH) methods have been widely used, and recently, genome-wide collections of ISH data have been created [5], [6], [7], [18], including the EMAGE (Edinburgh Mouse Atlas Gene Expression Database) [19], GenePaint [6], BGEM (St. Jude Brain Gene Expression Map) [8], BrainMaps.org [20], and Allen Brain Atlas [9]. Although the expression data obtained by ISH can provide good, cellular-level resolution in sliced surfaces, its signals have a narrow dynamic range [21], which can hinder relative comparisons of expression levels between brain regions. DNA-microarray technology is an alternative way to obtain quantitative genome-wide expression data in tissues and cell culture [22], [23]. This technology is widely used in biological research, including in neuroscience, and several groups have published resources showing transcript expression profiles in areas of the mammalian brain [10], [11], [12], [13], [14], [15], [16], [17]. Although these resources provide quantitative expression data, the size of each sampled region is relatively large to ensure that adequate volumes of RNA samples are collected, and therefore, multiple functional nuclei, loci, ganglia, or substantia are merged into a single sampled region. Therefore, no single approach can satisfy quantitativeness and spatial resolution simultaneously even at the nucleus-level.

To achieve a good balance between quantitativeness and spatial resolution for an expression profile of distinct functional regions in the adult mouse brain, we attempted a two-step approach. We first obtained the expression data of nucleus-level resolution in the adult mouse brain as a primary data resource, by using DNA-microarray technology. Although nucleus-level resolution adopted in this study is larger than cellular-level resolution, the nucleus-level expression profile can still provide useful information to identify the genes whose expression are changed in a target brain region related to a specific function (e.g. food intake or circadian and photoperiodic behavior), or to identify the brain regions where a gene of interest has differential expression. The information of identified genes or brain regions can be used to plan, for example, construction of knock-out or knock-in mouse or further inspection of cellular-level ISH datasets. Therefore, as a second step, we integrated the primary expression data obtained with the various existing mouse brain expression maps including ISH expression data of cellular-level resolution. We call this entire project (nucleus-level, quantitative expression profiling as well as construction of integrated web interface) as the BrainStars (B*) project. We then used informatics to analyze the spatial and quantitative genome-wide expression patterns in distinct functional brain regions. The entire BrainStars dataset is publicly available through the integrated database (http://brainstars.org/).

## Results

### Quantitative expression profile of the brain

We sampled 51 regions with distinct functions in the central nervous system (CNS) of the adult mouse: 49 brain regions and 2 spinal-cord regions (**Figure 1A–B** and **Table S1**), including centers of vision, hearing, taste, olfaction, touch, motion, clocks, calendar, memory, fear, and feeding. We used cylindrical punch samples, 0.5-mm thick and 0.5 mm in diameter, from 51 distinct CNS regions. To ensure the accuracy of our spatial expression dataset, we took samples of the CNS regions every 4 hours, starting at ZT0 (Zeitgaber time 0; the time of lights on), for 24 hours (6 time-point samples for each region) to avoid potential artifacts caused by the circadian regulation of gene expression. We sampled 5–25 mice for each CNS region at each time point (every 4 hours during one day), resulting in samples from 30–150 mice being collected for each replicate of a single CNS region. This entire procedure was performed twice (n = 2) to obtain experimental replicates for every CNS region. 

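RNA from 51 regions of the central nervous system of adult male Balb/c mice was measured on 102 Affymetrix GeneChip Mouse Genome 430 2.0 arrays, 2 per region, 1 for each run of the procedure. Each array holds RNA pooled from 30 to 150 mice (median 90) collected at 6 time points 4 h apart, so the 2 arrays of a region are pools of separate animals and average over the day. There were 17 regions of the telencephalon, 12 of the hypothalamus, 6 of the thalamus, 6 of the mesencephalon, 3 of the cerebellum, 2 of the pons and 2 of the spinal cord, besides the retina, pituitary and pineal. They were collected in 4 sampling periods of 17, 18, 10 and 6 regions. The authors normalized the arrays together by RMA. The resulting log2 expression values ran from 3.88 to 14.87, with array medians between 7.32 and 7.46. Values from arrays carry no counts, and the number of arrays limits their precision. Of 45,037 probe sets without the controls, 34,945 name a single gene, and these cover 18,193 genes. A gene that the paper names is represented by its probe set in Table S3, or otherwise by the one with the highest mean, as are the genes of lists, and a gene among the largest differences by the probe set that differed most. Nearly all probe sets differed among the 48 regions of the brain and spinal cord. In a limma model of the 96 arrays with 1 coefficient per region, 41,024 of 45,037 probe sets had an adjusted p under 0.05, and the median residual SD was 0.12 on the log2 scale. The suprachiasmatic nucleus (SCN) differed from the mean of the other 47 regions in 24,007 probe sets and the inferior colliculus (IC) in 6,150, the highest and the lowest number in this model, while with cyclic loess normalization the median eminence (ME), with 19,633, exceeded SCN, with 19,158. With either of its 2 arrays left out, the SCN differed in 11,389 or 17,758. Means are given with the SD over the arrays of the named regions, and differences between the named regions and the other regions of the 48 with the standard error and the adjusted p of this model. The gene lists, tests and alternative settings were chosen before the data were examined, apart from those named as later.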

The sample quality was confirmed before carrying out the DNA-microarray experiments by the quantitative PCR (q-PCR) analysis of known region-specific genes. After the DNA-microarray experiments, we also confirmed the sample quality by the visual inspection of quality-check graphs, such as global sample clustering (**Figure S1A–B**) and degradation plots [24]. This sampling strategy and quality check of samples helped to reduce the expression variability between experimental replicates of the same brain region, as evidenced by the high correlation (0.994) between experimental replicates (**Figure S1F–G**). 

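The 2 pools of a region gave nearly the same profile. Over all 51 regions and 45,037 probe sets, Pearson's r between replicate 1 and replicate 2 was 0.9940 for log2 expression values and 0.9919 for linear values. When each probe set was centred over the regions, so that its mean level no longer counts, r was 0.8759. The median of 19 oligodendrocyte genes was higher in replicate 2 of the cerebral cortex motor (Cx motor) by 0.21 on the log2 scale, with 16 of the 19 genes higher, the 9th largest such difference of the 48 regions and not tested. In the cerebral cortex cingulate (Cx cingulate) and in the amygdala anterior (A anterior) the same median was lower by 0.42 in replicate 2, with 4 and 2 of the 19 genes higher, the 2 largest such differences. Across the 51 regions, the number of mice per replicate and the median absolute replicate difference had r = -0.198 (permutation p = 0.163, two-sided) and Spearman's rho = -0.118 (permutation p = 0.410). With 2 of the regions farthest from the median number of mice left out, r was -0.187 and rho was -0.075. The choice of these 2 is arbitrary, since more regions lie equally far from that median. Of the 48 regions of the brain and spinal cord, the median r within a region was 0.9966 for the 5 whose pools were collected on the same day and 0.9952 for the 43 whose pools were not. These correlations are across probe sets, which are not independent replicates.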

We also noted that most experimental replicates were clustered together (**Figure S1A–B**). 

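Of the 51 regions, 47 had both arrays joined first in a clustering of the 102 arrays by 1 minus Pearson's r of the linear values. The exceptions were Cx motor, Cx cingulate, the ventral anterior and ventrolateral thalamic nuclei (VA/VL) and the cerebellar cortex lobe (Cb lobe). Replicate 1 of Cx motor lay at a dissimilarity of 0.0129 from replicate 1 of Cx cingulate and of 0.0145 from its own replicate. Both arrays of Cb lobe were nearest to the cerebellar cortex vermis (Cb vermis), and the arrays of VA/VL were nearest to other thalamic regions. In the olfactory bulb, replicate 1 of the anterior part (OB anterior) was nearest to replicate 1 of the posterior part (OB posterior). In all, 93 of the 102 arrays were nearest to the other array of their region. With log2 values 43 regions were paired, with Euclidean distance 46 and with values centred per probe set 46.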

Even for mis-clustered replicates of CNS regions (e.g. the cerebral cortex motor and cerebral cortex cingulate), when we used an appropriate set of regional marker genes (e.g. *Myl4*) retrieved from other *in situ* databases, their expression patterns in our data resource could correctly distinguish them. These results support the reproducibility and consistency of the data in the BrainStars project.

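*Myl4* (1422580_at), which encodes a myosin light chain, was higher in Cx motor than in Cx cingulate. Its expression value was 9.63 ± 0.20 (SD, n = 2) in Cx motor and 7.54 in Cx cingulate, a difference of 2.1 (standard error 0.16, adjusted p = 1.67e-13 from limma). Against the mean of the other 47 regions, Cx motor was higher by 3.57 (standard error 0.12, adjusted p = 5.95e-32). When regions were grouped into expression states, as given below, both of these regions fell in the highest state of this probe set. Of the 2 probe sets of *Myl4*, 1 was highest in Cx motor. Table S3 lists *Myl4* as mismatched with the Allen Brain Atlas. *Grp* (1424525_at), which encodes gastrin-releasing peptide, went the other way, with 7.24 in Cx motor and 9.64 in Cx cingulate, a difference of -2.41 (standard error 0.25, adjusted p = 1.90e-09). The voltage-gated sodium channel subunit gene *Scn4b* was higher in Cx motor by 1.24 and *Rprm* by 1.29.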

**Figure 1:**
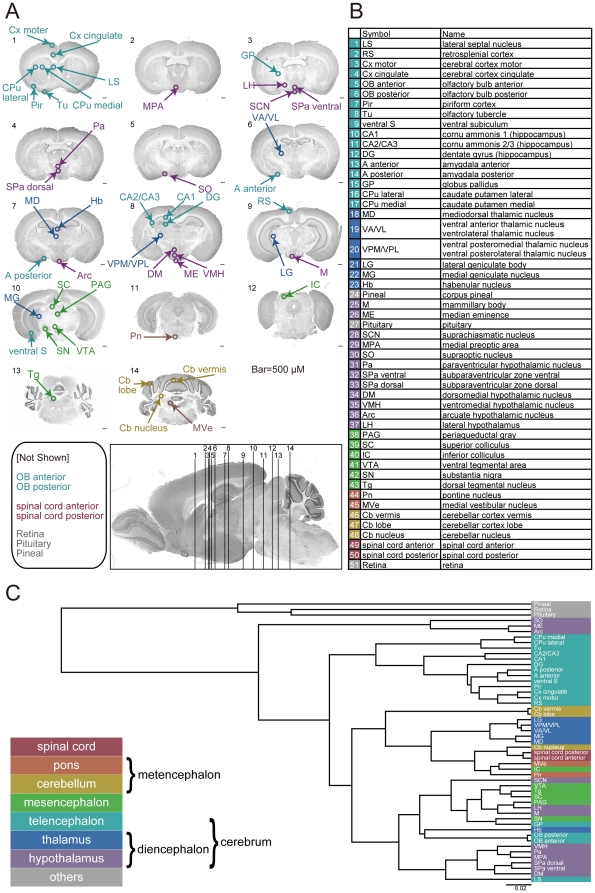
Sampled adult mouse CNS regions. (**A**) Map of 44 of the 51 sampled CNS regions. The other seven regions are listed. (**B**) Abbreviations and full names of CNS regions. (**C**) Hierarchical clusters of the expression profiles of the 51 CNS regions. Background colors indicate the classical developmental/evolutional/anatomical classification of each region.

### Global clustering of CNS regions

For the first expression data analysis, we performed global clustering of these 51 CNS regions for all the DNA microarray probe sets (45,037) except for the controls, using different distance metrics (**Figure 1C** and **Figure S1C**). 

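Regions of the same anatomical division had closer expression profiles than regions of different divisions. Over the 48 regions of the brain and spinal cord, the mean dissimilarity, which is 1 minus Pearson's r between regional means of linear values, was 0.0604 within divisions and 0.0939 between them (one-sided permutation test of the division names, p = 1e-05, the smallest value that 100000 permutations can give). The thalamus was at 0.0405 within and 0.0868 to other divisions, the mesencephalon at 0.0274 and 0.0690, the hypothalamus at 0.0545 and 0.101, and the telencephalon at 0.0697 and 0.103. The spinal cord was the closest, at 0.00646 within and 0.0885 to the others. The nearest region lay in the same division for 16 of 17 telencephalic, 10 of 12 hypothalamic, 5 of 6 thalamic and 4 of 6 mesencephalic regions, and for 40 of all 48. The other 8 were the globus pallidus (GP) and the supraoptic nucleus (SO), both nearest to the substantia nigra (SN), the habenular nucleus (Hb), nearest to the superior colliculus (SC), the lateral hypothalamus (LH) and the periaqueductal gray (PAG), nearest to each other, SN, nearest to LH, the medial vestibular nucleus (MVe), nearest to PAG, and the cerebellar nucleus (Cb nucleus), nearest to the anterior spinal cord.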

The clustering results indicated that most of the 51 regions were grouped according to their developmental/evolutional/anatomical classifications independently of the distance metrics; for example, into the telencephalon, thalamus, hypothalamus, or mesencephalon. Interestingly, some regions did not cluster according to their classical developmental/evolutional/anatomical classifications, and these exceptional clusters seemed to represent more recent evolutionary-developmental processes supporting their sophisticated functional linkage. For example, the globus pallidus (GP) and substantia nigra (SN), which are classified into different classical developmental/evolutional/anatomical divisions, the telencephalon and mesencephalon, respectively, but are functionally and anatomically linked, exhibit a tight and robust clustering of their genome-wide expressions in correlation and Euclidean distance (**Figure 1C** and **Figure S1C–E;** see also **Text S1**). 

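GP and SN shared high levels of myelin transcripts and differed in genes of neurons. GP held more transcripts of striatal projection neurons, and SN more of dopaminergic neurons. The dopamine receptor gene *Drd1* (1456051_at) was at 10.97 in GP and 6.28 in SN, a difference of 4.69 (standard error 0.17, adjusted p = 2.22e-29), and the enkephalin precursor gene *Penk* was at 12.60 and 9.10. The dopamine transporter gene *Slc6a3* (1417415_at) was at 6.60 in GP and 12.47 in SN, a difference of -5.88 (standard error 0.13, adjusted p = 3.32e-40). The vesicular monoamine transporter gene *Slc18a2* differed by -6.29 and the transcription factor gene *Nr4a2* by -4.36. Of 10 striatal projection neuron genes, 9 were higher in GP (median 2.1), and 11 of 13 dopaminergic genes were lower (median -3.08). Of 14 leptomeningeal genes, 8 were lower in GP, 10 when adjusted over the list alone. None of 19 oligodendrocyte genes differed between them (median -0.03), while all 19 were higher in GP and in SN than in the other regions, by a median of 1.2 and 1.1 (adjusted p = 0.0033 and 0.0039 with an estimated correlation). The dissimilarity of GP and SN was 0.0289, the 58th lowest of 1,275 pairs of regions, and the pair was joined first in the clustering by correlation and by Euclidean distance. SN was the nearest region to GP, and GP the second nearest to SN, after LH. In 200 resamplings of the probe sets the pair was joined first in 87% by correlation and in 58.5% by Euclidean distance. It was the 107th closest pair with log2 values and the 270th with values centred per probe set, and was not joined in either. Without replicate 1 it was the 88th closest and not joined, without replicate 2 the 43rd and joined, and without the 630 probe sets that follow the oligodendrocyte genes the 81st and not joined. Between them, 5,722 probe sets differed, 2,550 higher and 3,172 lower in GP (2,962 and 2,842 with cyclic loess normalization, 1,707 and 1,494 without replicate 1 of GP), and 3,201 to 3,935 with 1 of the 4 arrays left out. From clusters of this kind, which cross the classical divisions, the paper proposes that more recent evolutionary and developmental processes serve the functional linkage of such regions.

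**Figure D1:**
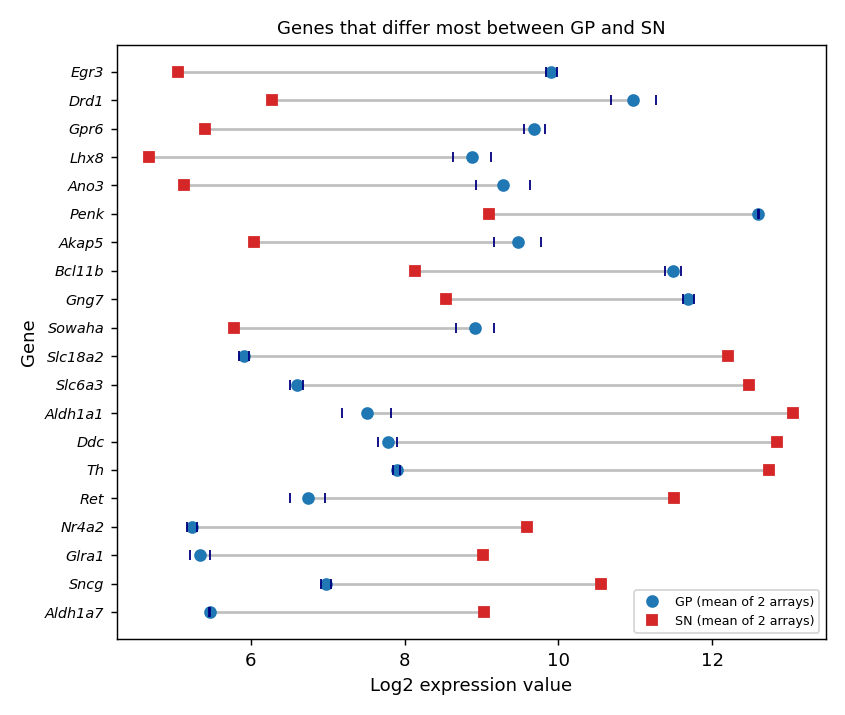
The 20 genes that differed most between the globus pallidus (GP) and the substantia nigra (SN), 10 in each direction, with log2 expression value on the x axis. Points are means of 2 arrays, and small ticks beside GP are its 2 arrays. *Slc6a3* lies at 6.60 in GP and 12.47 in SN.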

We also noted that three CNS regions (the retina, pituitary, and pineal) were significantly separated from the other 48 in the global clustering analysis (**Figure 1C** and **Figure S1C–E**), possibly owing to their anatomical differences or different proportions of multiple cell types. Therefore, we used only the other 48 regions for our further analysis in the following sections, to focus on subtler differences in gene expression.

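The retina, pituitary and pineal stood apart from all regions of the brain and spinal cord. Their median dissimilarity to the 48 regions was 0.321, 0.260 and 0.241, where the median of the 48 regions among themselves was 0.0855 and the highest was 0.128, for the caudate putamen lateral (CPu lateral). The last join of the clustering set exactly these 3 apart, by correlation and by Euclidean distance. With log2 values they were joined with the arcuate nucleus (Arc), the median eminence (ME) and SO. The retina arrays also held some transcripts of other tissues far above their levels in the 48 regions. The growth hormone gene *Gh* was at 14.77 and 14.62 and the muscle creatine kinase gene *Ckm* at 13.47 and 13.37 in the 2 retina arrays. *Prl*, *Acta1*, *Krt12*, *Mlana* and *Myh4* were also far above. *Cga*, *Pomc* and *Krt14* were not. *Cga* was at 13.29 and 12.59, against 12.62 in ME, and *Pomc* at 13.98 and 13.18, against 12.98 in Arc. The keratin gene *Krt14* was at 6.45 and 7.00, against 6.8 in the ventral subiculum. The lowest replicate correlation of all 51 regions was that of the retina, at 0.9745.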

### “Multi-state” expression patterns in CNS regions

“Multi-state” expression patterns, which are represented by a multi-modal distribution of gene expression, are thought to contribute to the spatial and temporal specificity of various biological functions [25], [26], [27]. To identify genes with such spatial expression patterns in the adult mouse CNS (“multi-state genes”), we used the BrainStars data from the 48 regions, and identified 8,159 genes (12,514 probe sets, ∼39% of all the genes in the DNA microarray) that showed multi-state expression patterns across the regions sampled (**Figure 2A**; see also **Text S1** and **Figure S2**). This multi-state expression analysis provides information about the “high” and “low” states of two-state genes, as well as the additional “middle” state(s) of genes that have three or more states. 

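Many genes could be split into expression states across the 48 regions, *Gpr151* and *Vip* among them. With the mixture model of Text S1, 14,545 probe sets (32.3%) had more than 1 state, and 8,463 of 18,193 genes (46.5%) had at least 1 such probe set. Of these probe sets, 10,829 had 2 states, 2,613 had 3, 866 had 4, 206 had 5 and 31 had 6, and 30,492 had 1. The states of 2-state probe sets lay 0.66 apart at the median (10th percentile 0.31, 90th percentile 1.59). The share was 36.6% among probe sets with a highest regional mean of at least 7 and 22.5% among dimmer ones. When the states were inferred from either replicate alone, 7,560 of the 14,545 (52.0%) had more than 1 state both times. With 5 random starts instead of 20 there were 13,119, so that more starts, as in the paper, could give other numbers. The number also depended on the prior of the mixture weights, with 22,697 at a prior of 1, 9,417 at 1/6 and 8,108 at 0.1. On simulated values, 6.2% of probe sets with no shift were given more than 1 state, and 55.8%, 94.5% and 99.8% of those with 1 to 6 of the 48 regions shifted by 0.5, 1 and 2.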

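Transcripts that mark single cell types varied widely among the 48 regions, measured as the median difference of a list of marker genes from the other 47 regions. Myelin genes were highest in the spinal cord, where all 19 oligodendrocyte genes were higher by a median of 1.87 in the anterior part (adjusted p = 0.0073 with an estimated correlation) and 1.62 in the posterior part, and by 1.53 in Cb nucleus. All 14 leptomeningeal genes were higher in SO (median 3.0, adjusted p = 0.0058 with an estimated correlation) and in ME (median 2.1, adjusted p = 0.0315), among them *Dcn*, the proteoglycan decorin, by 2.32 in SO and 3.84 in ME. In SO all 12 endothelial genes were higher (median 0.88), with *Vwf* at 9.49, 3.35 above the other regions, and 2 of 3 blood genes (median 0.98, adjusted p = 0.263 with an estimated correlation). Of 12 ependymal genes, 11 were higher and 1 was lower in the medial preoptic area (MPA), when adjusted over the list alone (median 2.32), and 14 of 15 choroid plexus genes were higher in the cornu ammonis 2 and 3 (CA2/CA3) (median 1.6, adjusted p = 0.0018), with *Ttr*, the thyroid hormone carrier, at 14.52. Astrocyte genes were highest in SCN, with 11 of 13 higher (median 0.72) and *Gfap* at 13.69, and 10 of 13 were higher in SN. In SCN, 12 of 14 leptomeningeal genes were higher as well (median 1.41, adjusted p = 0.106 with an estimated correlation). Neuronal genes were lower in ME, where all 10 differed by a median of -1.53, and in SO by -1.24, and 9 of 10 were higher in CA2/CA3 (median 0.69, adjusted p = 0.0732 with an estimated correlation). Immediate early genes were higher in OB posterior, 12 of 12 (median 1.2). Genes of the anterior pituitary were higher in ME, 7 of 11 (median 0.53), and photoreceptor genes had their largest median in the amygdala posterior (A posterior), 0.18, with 7 of 16 higher and 8 when adjusted over the list alone (adjusted p = 0.559 with an estimated correlation). In camera with its preset correlation, 355 of the pairs of list and region passed an adjusted p of 0.05, and 86 did with a correlation estimated from the arrays.

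**Figure D2:**
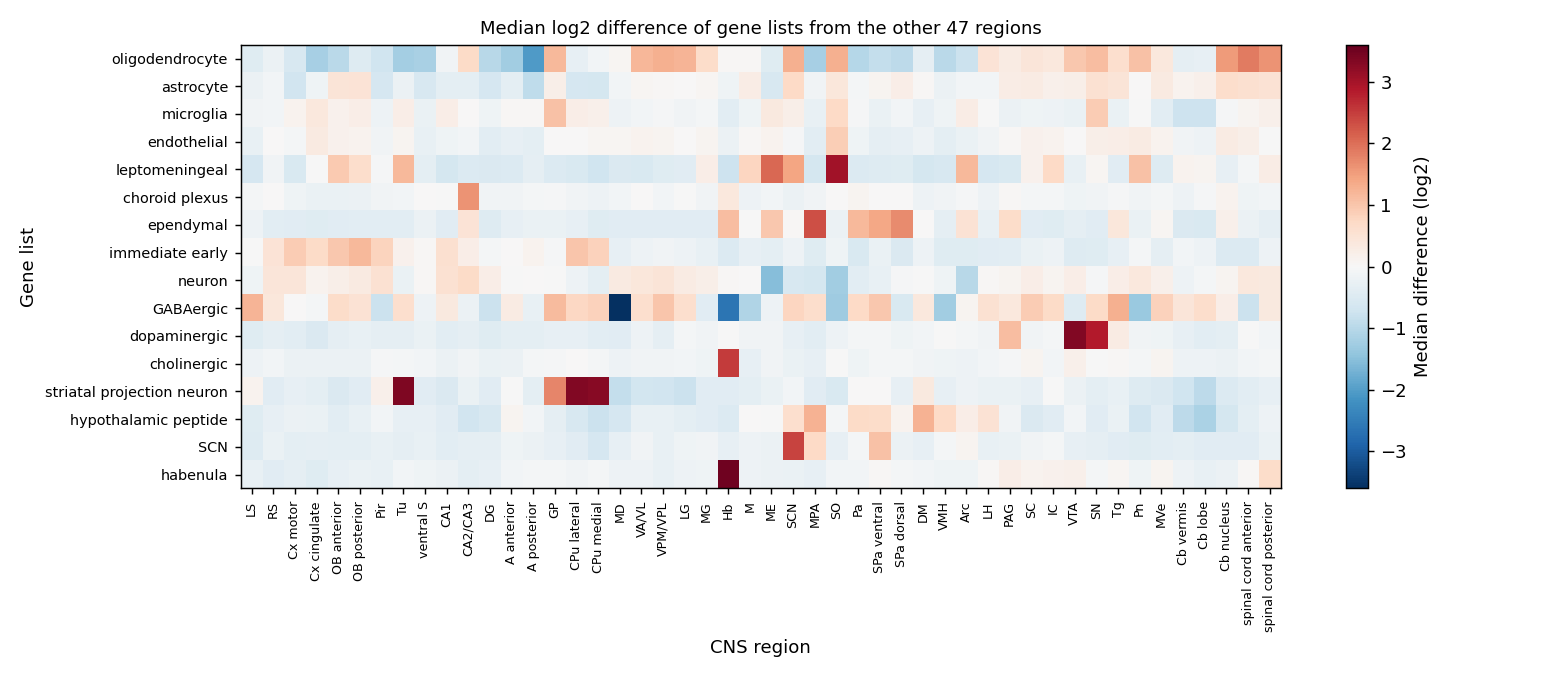
Median log2 difference of 16 marker gene lists (y axis) in each of 48 regions (x axis) from the mean of the other 47 regions. Warm colours stand for higher and cool colours for lower values. The leptomeningeal genes in SO reach 3.0.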

We noted that multiple states (“high,” “middle,” or “low” states) observed in the expression pattern could reflect either 1) different regulation of a gene's expression level in individual cells, or 2) regional heterogeneity, with different proportions of multiple cell types that express a given gene. Even in the latter case, classification as a multi-state gene indicates the existence of multiple states of a given gene in the CNS (because this is a preposition of regional heterogeneity). Thus, as the multi-state gene analysis may provide useful information for screening and detection of interesting genes with multi-state expression patterns, we decided to further analyze the states of multi-state genes.

**Figure 2:**
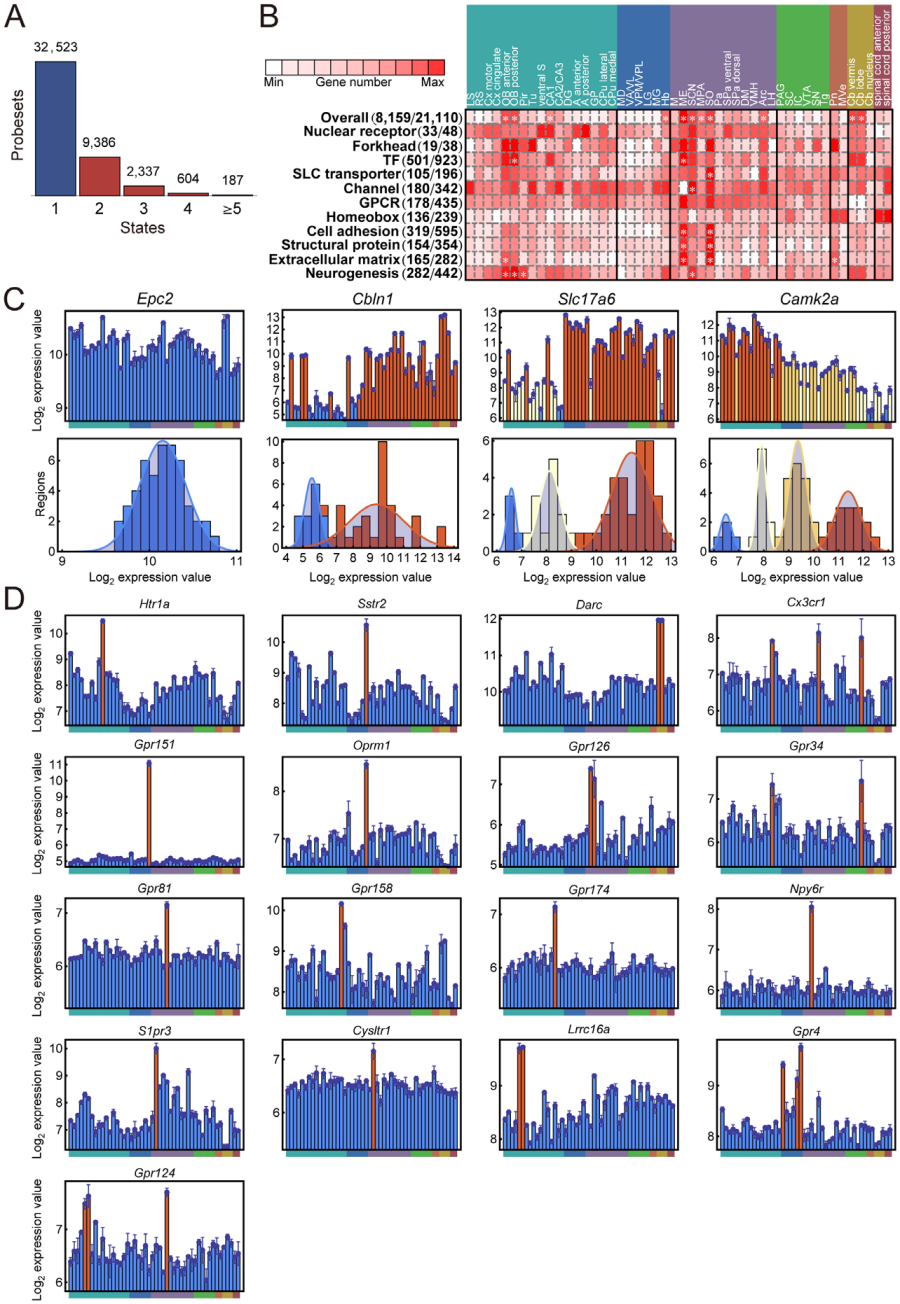
Multi-state genes. (**A**) Histogram giving the number of different states observed for the 45,037 non-control probe sets. (**B**) CNS regions that tended to be selected repeatedly as having “up” states of multi-state genes in various gene categories. Rows represent gene categories, and columns represent CNS regions. Asterisks indicate that the number of genes was significantly enriched in the designated CNS region (Bonferroni corrected *P*-value <0.05). (**C**) Examples of one-state, two-state, three-state, and four-state genes. Upper graphs show the expression values in 48 CNS regions, and lower graphs are histograms of the expression values and fitted Gaussian mixture models. The order of CNS regions in the expression graphs is the same as shown in **Figure 2B**. States are distinguished by color. (**D**) Examples of GPCR genes with multi-state spatial expression patterns. The order of CNS regions in the expression graph is the same as shown in **Figure 2B**.

Since different regions of the adult mammalian brain have specialized functions, the expression patterns of multi-state genes could reflect the roles played by the products (proteins) of these genes in carrying out such specific regional functions. For example, *cerebellin 1 precursor protein* (*Cbln1*), a two-state gene (**Figure 2C**), contributes to the control of synaptic structure and plasticity in the cerebellum [28], and *Solute carrier family 17 member 6* (*Slc17a6*), a three-state gene (**Figure 2C**), is a vesicular glutamate transporter in the thalamus [29]. 

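*Cbln1* (1423286_at), a secreted protein of the cerebellar synapse, was highest in the cerebellar cortex. Its expression value was 13.17 ± 0.06 (SD, n = 4) in Cb vermis and Cb lobe and 9.20 in the mean of the other regions, a difference of 3.97 (standard error 0.15, adjusted p = 8.78e-31). The next highest region was the subparaventricular zone dorsal (SPa dorsal), at 12.14. It had 5 states across the 48 regions at this probe set and 2 at another (1423287_at). *Slc17a6* (1428379_at) had 2 states, and its high state was found in 17 regions.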

We found that *Slc17a6* was highest in the thalamus and lowest in the cerebellum, and that in the hippocampus, which is telencephalic, it was expressed in the middle range (**Figure 2C**). 

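*Slc17a6* (1428379_at), a vesicular glutamate transporter gene, was at 12.30 ± 0.28 (SD, n = 10) in 5 thalamic regions, 2.26 above the mean of the other regions (standard error 0.09, adjusted p = 7.50e-31). Hb, also of the thalamus, was counted among the other regions. The mediodorsal thalamic nucleus (MD) was the highest of all 48 regions, at 12.79, the mammillary body (M) followed at 12.57, and the other 4 of these 5 thalamic regions were the 9th to the 12th. In the hippocampus, *Slc17a6* was at 8.96 in the cornu ammonis 1 (CA1), 6.60 in CA2/CA3 and 8.49 in the dentate gyrus (DG). In the cerebellum it was at 9.30 in Cb vermis, at 6.52 in Cb lobe, whose 2 arrays read 7.17 and 5.86, and at 12.02 in Cb nucleus. The lowest value was in the lateral caudate putamen (CPu lateral), at 5.66. All regions of the hippocampus and the cerebellar cortex were in the low of its 2 states, and Cb nucleus in the high one.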

*Calcium/calmodulin-dependent protein kinase II alpha* (*Camk2α*), a four-state gene (**Figure 2C**), is involved in long-term potentiation in the hippocampus [30]. We found that its highest expression level (“high” state) was in fact in regions of the hippocampus (cornu ammonis 1 [CA1], CA2/CA3, and dentate gyrus, DG). 

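*Camk2a* (1457311_at), which encodes a calcium-dependent kinase of the synapse, was at 13.43 ± 0.28 (SD, n = 6) in the hippocampus, with 13.69 in CA1, 13.35 in CA2/CA3 and 13.23 in DG. Its mean in the other regions was 11.25, a difference of 2.2 (standard error 0.10, adjusted p = 8.71e-26). Cx cingulate, at 13.72, was the highest region outside the hippocampus. Of the 6 probe sets of *Camk2a*, 4 were highest in a region of the hippocampus. The CA2/CA3 arrays also held the choroid plexus transcript *Kcne2*, which was 2.85 above the other regions.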

*Tyrosine hydroxylase* (*Th*), a rate-limiting enzyme for dopamine synthesis, was classified as a five-state gene, and its highest expression level (“high” state) was in the dopaminergic nuclei, ventral tegmental area (VTA), and SN.

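*Th* (1420546_at) was at 12.56 ± 0.50 (SD, n = 4) in the dopaminergic nuclei, with 12.39 in the ventral tegmental area (VTA) and 12.74 in SN. The other regions had a mean of 8.18, a difference of 4.39 (standard error 0.10, adjusted p = 1.90e-39). OB posterior followed at 11.57, and the high state of *Th*, which had 4 states, took in VTA, SN and both parts of the olfactory bulb. Of 13 dopaminergic genes, 12 were higher in VTA (median 3.32) and 12 in SN (median 2.85), and 10 in PAG (median 1.1). In VTA 1 gene was lower when adjusted over the list alone. In SN the retinaldehyde dehydrogenase gene *Aldh1a1* was higher by 4.15, the GDNF receptor gene *Ret* by 4.0 and the nicotinic receptor gene *Chrna6* by 2.87. In all, 9,362 probe sets differed in SN, 4,523 higher and 4,839 lower, and 4,100 to 6,204 when 1 SN array was left out.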

We also found that some well-known GPCRs (G protein-coupled receptors) exhibited a two-state expression pattern in the BrainStars dataset (**Figure 2D**). For example, *5-hydroxytryptamine* (serotonin) *receptor 1A* (*Htr1a*) exhibited a two-state expression pattern with highest expression in the CA1 [31], *Somatostatin receptor 2* (*Sstr2*) in the habenular nucleus (Hb) [32], *Duffy blood group*, *chemokine receptor* (*Darc*) in the cerebellar cortex vermis (Cb vermis) and cerebellar cortex lobe (Cb lobe) [33], and *Chemokine (C-X3-C) receptor 1* (*Cx3cr1*) in the GP, supraoptic nucleus (SO) and SN [34]. In addition, we found further interesting examples; *G protein-coupled receptor 151* (*Gpr151*) exhibited a two-state expression pattern with the highest expression in the Hb (**Figure 2D**), which is consistent with the previous report that the expression of *Gpr151* is localized in the Hb of adult mouse brain [35]. 

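Each of these receptor genes was highest in its named region. *Htr1a* (1438710_at) was at 10.48 ± 0.12 (SD, n = 2) in CA1 and 7.81 in the mean of the other regions, a difference of 2.67 (standard error 0.12, adjusted p = 1.75e-26), and the lateral septal nucleus (LS) followed at 9.22. *Sstr2* (1422256_at) was at 10.56 ± 0.28 (SD, n = 2) in Hb, 2.23 above the others (standard error 0.10, adjusted p = 3.95e-27). *Darc*, whose current symbol is *Ackr1* (1432273_a_at), was at 11.96 ± 0.03 (SD, n = 4) in Cb vermis and Cb lobe, a difference of 1.80 (standard error 0.05, adjusted p = 3.20e-36). *Cx3cr1* (1450020_at), the fractalkine receptor of microglia, was at 10.00 in GP, 9.52 in SO and 9.90 in SN, and its mean of 9.80 ± 0.40 (SD, n = 6) was 1.08 above the other regions (standard error 0.08, adjusted p = 1.92e-16). CPu lateral followed at 9.27. *Cx3cr1* is 1 of 19 microglia genes, of which 18 were higher in GP (median 1.0), 18 in SN (median 0.90) and 15 in SO (median 0.70, adjusted p = 0.135 with an estimated correlation).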

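*Gpr151* (1457555_at), an orphan receptor gene, was at 11.09 ± 0.25 (SD, n = 2) in Hb and at 5.0 in the mean of the other regions. This difference of 6.06 (standard error 0.07, adjusted p = 7.06e-55) may be too small, since the other regions lay near the low end of the array values, whose 5th percentiles were 4.69 to 4.85. The next region, MD, was at 5.45. Other large differences in Hb were in the transcription factor gene *Pou4f1* (5.87), the tachykinin gene *Tac2* (5.78), *Lhx9* (5.67) and the serotonin receptor gene *Htr5b* (5.42). Among the genes lowest in Hb was *Gad1*, the GABA-synthesizing enzyme, at 7.41 against 11.99 in the other regions. All 5 GABAergic genes were lower in Hb (median -2.62). In all, 12,003 probe sets differed in Hb, 6,838 higher and 5,165 lower (6,335 and 6,186 with cyclic loess normalization), and 5,961 to 9,526 when 1 Hb array was left out.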

*Gpr151* shows 25–26% identity and 41–43% similarity at the amino-acid level with the galanin-receptor subfamily, and is inferred to respond to Galanin. Since Galanin is related to pain [36] and Hb is also a nucleus related to pain, *Gpr151* might have a pain-related function. Interestingly, *opioid receptor*, *mu 1* (*Oprm1*), the opioid receptor related to analgesic effects of morphine, also exhibited a two-state expression pattern with the highest expression in the Hb (**Figure 2D**). 

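*Oprm1* (1425432_at), the mu opioid receptor gene, was at 8.43 ± 0.21 (SD, n = 2) in Hb and 8.10 in the other regions, a difference of 0.33 (standard error 0.07, adjusted p = 1.38e-04). The piriform cortex (Pir) was higher, at 8.54, and this probe set had 1 state. Of the 4 probe sets of *Oprm1*, 2 were highest in Hb. The one with the largest spread over the regions was at 8.57 in Hb, 1.69 above the others (adjusted p = 2.63e-22), and had 2 states, with Hb alone in the high one. Without replicate 1 of Hb the difference of the brightest probe set was 0.19 and did not pass the test.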

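*Adgrg6* (1437409_s_at), the current symbol of the adhesion receptor gene *Gpr126*, was at 7.39 in ME and 7.14 in SCN. Its mean of 7.26 ± 0.40 (SD, n = 4) was 1.64 above the other regions, which had a mean of 5.62 (standard error 0.08, adjusted p = 4.50e-25). SO followed at 6.54. The values lie near the array medians of 7.32 to 7.46. Leptomeningeal genes also had their largest medians in SO, ME and SCN, and a link with *Adgrg6* was not tested.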

Another example is the *G protein-coupled receptor 126* (*Gpr126*) showing a two-state expression pattern with high expression in the median eminence (ME) and suprachiasmatic nucleus (SCN) (**Figure 2D**). ME and SCN are centers for the photoperiodic calendar and circadian clock, respectively. Although *Gpr126* was recently reported to drive the differentiation of promyelinating Schwann cells in the peripheral nervous system (PNS) probably through elevating cAMP levels [37], the function of *Gpr126* in the CNS has not yet been clarified. One possible function of *Gpr126* in the CNS might be related to the photoperiodic calendar or circadian clock through the elevation of cAMP levels. 

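*Gpr34* (1422542_at), an orphan receptor gene expressed by microglia, was at 7.33 in GP and 7.41 in SN. Their mean of 7.37 ± 0.45 (SD, n = 4) was 1.1 above the mean of the other regions, 6.23 (standard error 0.10, adjusted p = 4.41e-14). The caudate putamen medial (CPu medial) followed at 6.99. Other microglia transcripts moved with it, and the growth factor receptor gene *Csf1r* was higher by 1.38 in GP and by 0.90 in SN, and the purinergic receptor gene *P2ry12* by 1.57 in GP and 1.11 in SN.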

The *G protein-coupled receptor 34* (*Gpr34*) was also highly expressed in the GP and SN. Although the function of *Gpr34* in the brain has not been clarified yet, it is known that SN and GP have a shared function in working as the output nuclei of the basal ganglia [38], and therefore, *Gpr34* might have a physiological function related to this process. We also found multi-state expression patterns of GPCRs that have not been yet examined so much in the adult mouse brain. For example, we noted that *G protein-coupled receptor 81* (*Gpr81*) was highly expressed in the SO, *G protein-coupled receptor 158* (*Gpr158*) in the caudate putamen lateral (CPu lateral), *G protein-coupled receptor 174* (*Gpr174*) in the GP, *neuropeptide Y receptor Y6* (*Npy6r*) in the SCN, and *sphingosine-1-phosphate receptor 3* (*S1pr3*) and *cysteinyl leukotriene receptor 1* (*Cysltr1*) in the ME (**Figure 2D**). 

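All 6 receptor genes were highest in the named region, 0.64 to 2.0 above the mean of the other regions and 0.40 to 1.52 above the next region. The lactate receptor gene *Gpr81*, now *Hcar1* (1438411_at), was at 7.15 ± 0.09 (SD, n = 2) in SO, 0.94 above the others (standard error 0.07, adjusted p = 1.18e-16). SO arrays also held many leptomeningeal transcripts, among them the growth factor gene *Igf2*, higher by 2.93. *Gpr158* (1459430_at) was at 10.16 ± 0.07 (SD, n = 2) in CPu lateral, 1.75 above the others, and CPu medial followed at 9.62. *Gpr174* (1440900_at) was at 7.14 ± 0.14 (SD, n = 2) in GP, 1.1 above the others. *Npy6r* (1422347_at), a neuropeptide Y receptor gene, was at 8.05 ± 0.18 (SD, n = 2) in SCN against 6.02 in the others, and the subparaventricular zone ventral (SPa ventral) followed at 6.53. In ME, *S1pr3* (1437173_at) was at 8.90, 1.0 above the others (standard error 0.07, adjusted p = 2.89e-18), and *Cysltr1* (1449282_at) at 7.15 ± 0.21 (SD, n = 2), 0.64 above the others (standard error 0.09, adjusted p = 9.35e-09). The brightest probe set of *S1pr3* had 1 state, and another (1438658_a_at), which was 2.54 higher in ME, had 2, with ME 1 of 9 regions in the high state.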

We also found *Leucine rich repeat containing 16A* (*Lrrc16a*) expressed at high levels in the olfactory bulb anterior (OB anterior) and posterior (OB posterior), *G protein-coupled receptor 4* (*Gpr4*) in the mediodorsal thalamic nucleus (MD), medial geniculate nucleus (MG) and Hb, and *G protein-coupled receptor 124* (*Gpr124*) in the OB anterior, OB posterior and SO (**Figure 2D**).

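*Lrrc16a*, now *Carmil1* (1451804_a_at), which encodes a regulator of actin filaments, was at 9.71 ± 0.08 (SD, n = 4) in the olfactory bulb, 1.2 above the other regions (standard error 0.06, adjusted p = 1.74e-25). SCN followed at 9.19. The proton-sensing receptor gene *Gpr4* (1457745_at) was at 9.42 in MD, 9.13 in the medial geniculate nucleus (MG) and 9.76 in Hb, and its mean of 9.44 ± 0.31 (SD, n = 6) was 1.30 above the others (standard error 0.05, adjusted p = 6.40e-31). *Gpr124*, now *Adgra2* (1418379_s_at), an adhesion receptor gene of blood vessels, was at 7.48 in OB anterior, 7.63 in OB posterior and 7.70 in SO, a difference of 1.1 (standard error 0.08, adjusted p = 7.45e-18). All 12 endothelial genes were higher in SO as well. Replicate 2 of OB anterior also held raised transcripts of *Sag* and *Gh*, genes of photoreceptors and the pituitary.

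**Figure D3:**
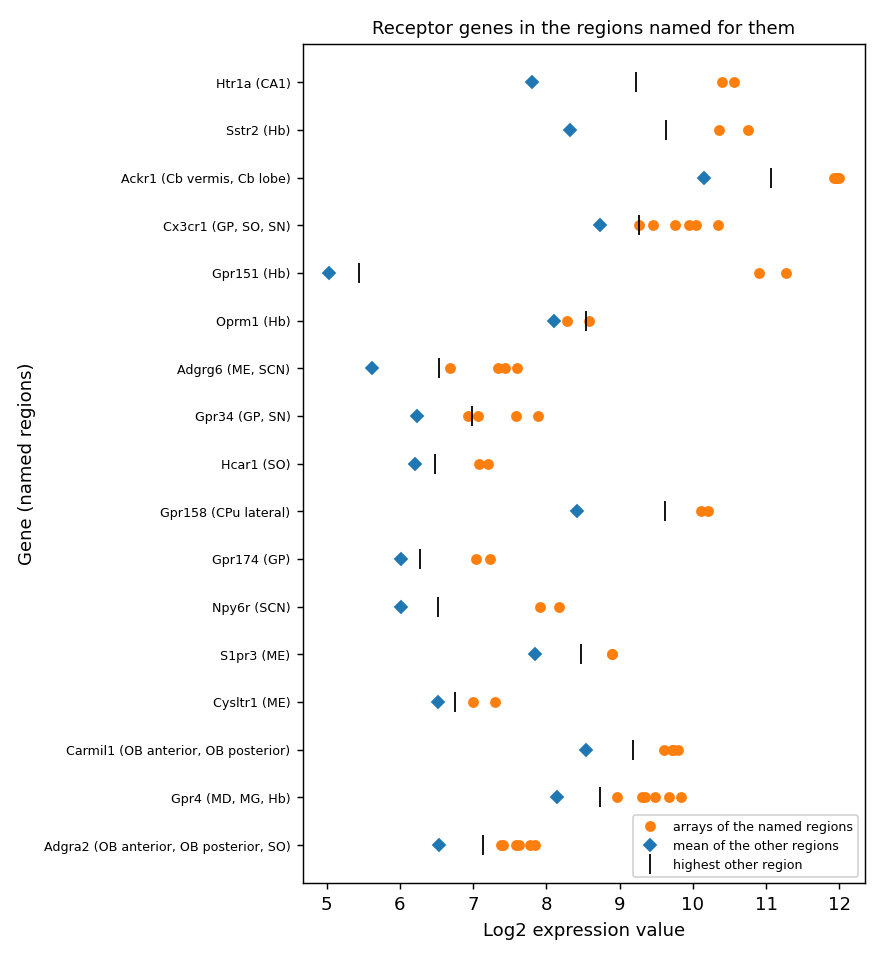
Log2 expression value (x axis) of 17 genes (y axis) that the paper names among its receptor examples, *Carmil1* included. Points are the arrays of the named regions, and the other marks are the mean and the highest of the other regions. *Gpr151* lies at 11.09 in Hb and 5.0 in the mean of the others.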

Region-specific functions of multi-state genes were also evident at the level of individual gene categories (**Figure 2B**, and see also lists in BrainStars database, http://brainstars.org/). For example, 33 out of the 48 nuclear receptor genes in the DNA microarray were significantly overrepresented among the multi-state genes (Fisher's exact test, *P* = 0.013), supporting previous findings that these genes are differentially expressed in regions of the adult mouse brain [39], [40]. In addition, 136 of 239 homeobox genes, which control developmental processes in the embryo [41], were also significantly overrepresented among the multi-state genes (Fisher's exact test, *P* = 5.0×10^−4^), supporting previous and recent findings that suggest they play a role in the adult body [42], [43] and brain [11]. 

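The region with the most multi-state genes in an up state was ME, with 3,646 of 8,463 genes (43.1%, one-sided binomial test with Bonferroni correction, p = 9.72e-48), followed by SCN with 3,503 (41.4%) and OB posterior with 3,429 (40.5%). Over all regions, the share was 35.3%. Another 9 regions passed the correction, which were OB anterior, Hb, MPA, SO, SPa dorsal, Arc, the pontine nucleus (Pn), Cb vermis and Cb lobe. SPa dorsal did not pass with the highest state only or without either replicate, and Pn did not with the highest state only or without replicate 2. ME ranked 1st and SCN 2nd without replicate 1 as well. Without replicate 2, SO ranked 1st, ME 5th and SCN 6th. With the highest state only, ME ranked 1st, Cb lobe 2nd, Cb vermis 3rd and SCN 5th. With 1 probe set per gene, ME ranked 1st, SO 2nd and SCN 3rd. By category, 68 of 106 extracellular matrix genes were up in ME and 68 in SO (exact binomial test, p = 7.10e-08 after Bonferroni correction), where leptomeningeal genes were also higher. Ion channel genes were up most often in A posterior and MD, 67 of 137 in each (exact binomial test, p = 0.0356). Cell adhesion genes had the most in SO, 41 of 87 (exact binomial test, p = 0.737), and transporters of the SLC families 81 of 174 in SO and Pn (p = 0.0708). G protein-coupled receptors had the most in ME, 64 of 150, and forkhead genes 12 of 20 in ME and Pn, neither past the correction.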

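Of 44 nuclear receptor genes, 31 (70.5%, Wilson 95% confidence interval 55.8 to 81.8) were multi-state genes, where 46.5% of all genes were (odds ratio 2.75, two-sided Fisher's exact test p = 0.0021, adjusted p = 0.0028 over 8 categories). Members with large regional differences include *Nr5a1*, a regulator of steroidogenesis, and *Nr4a2*, which was 5.36 higher in Hb. The region with the most of them in an up state was SPa ventral, with 15 of 31, followed by SCN and A anterior with 14 each, and none passed the Bonferroni correction. The list was made from gene symbols and names and is not that of the paper.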

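Of 174 homeobox genes, 114 (65.5%, Wilson 95% confidence interval 58.2 to 72.2) were multi-state genes (odds ratio 2.20, two-sided Fisher's exact test p = 5.18e-07, adjusted p = 1.38e-06). Members with large regional differences include *Lhx8*, 3.80 higher in GP, *Lhx1*, 4.46 higher in SCN, and *En1*, 2.85 higher in SN. Genes of the Hox clusters, which pattern the body axis, were up in the spinal cord, 20 of the 20 multi-state ones in its posterior part (exact binomial test, p = 4.37e-08 after Bonferroni correction) and 19 in its anterior part (p = 1.64e-06). Of all 33 Hox cluster genes, 20 had more than 1 state (two-sided Fisher's exact test p = 0.117). By the same test this share passed with 1 probe set per gene (Fisher p = 0.0260), without replicate 1 (p = 0.0077) and with a prior of the mixture weights of 1/3 (p = 0.0484), and not without replicate 2 (p = 0.163) or with a prior of 1 (p = 0.855). Of the 19 Hox cluster genes with a highest regional mean of at least 7, 18 had more than 1 state (two-sided Fisher's exact test p = 3.05e-05). That filter itself selects genes with a high value in some region. With a prior of the mixture weights of 1, the homeobox share was 72.4% and no longer stood out from all genes (adjusted p = 0.0729, over all alternatives 7.72e-10 to 0.0729). Of 37 forkhead genes, 20 (54.1%) were multi-state genes (two-sided Fisher's exact test p = 0.411), and the share passed the test with 1 probe set per gene (adjusted p = 0.0201), without replicate 1 (67.6%) and without replicate 2 (64.9%).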

Finally, members of the cell adhesion and extracellular matrix gene categories were also overrepresented among the multi-state genes (Fisher's exact test, *P* = 5.0×10^−6^, and *P* = 4.1×10^−5^, respectively).

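Of 140 genes of the extracellular matrix, 106 were multi-state genes (75.7%, odds ratio 3.62, two-sided Fisher's exact test p = 2.42e-12, adjusted p = 1.94e-11). Of 136 cell adhesion genes, 87 (64.0%) were multi-state genes (odds ratio 2.1, two-sided Fisher's exact test p = 4.43e-05, adjusted p = 7.10e-05). *Dcn* of the matrix and *Cdhr1*, a cadherin-related gene that was 5.73 higher in OB anterior, are members with large regional differences. Ion channels stood at 137 of 214 (64.0%, adjusted p = 1.06e-06) and G protein-coupled receptors at 150 of 244 (61.5%, adjusted p = 5.65e-06). Transporters of the SLC families, 174 of 338 (51.5%), did not pass the test (adjusted p = 0.0792), and did without replicate 1 (52.4%, adjusted p = 0.0130) and with a prior of the mixture weights of 1/3 (45.3%, adjusted p = 0.0378).

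**Figure D4:**
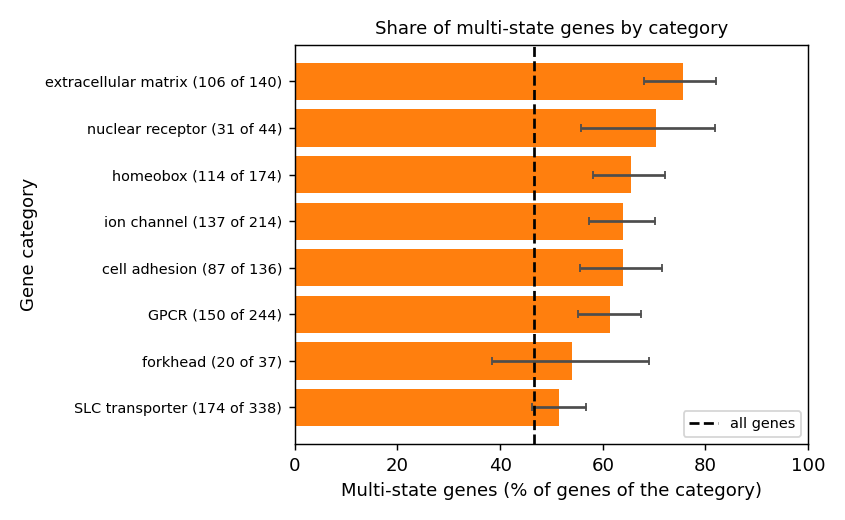
Percent of genes with more than 1 state (x axis) in 8 categories (y axis), as bars with Wilson 95% confidence intervals. The dashed line is the share among all genes, 46.5%. Extracellular matrix genes reach 75.7%.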

### Regional marker genes

The data of multi-state expression patterns among CNS regions in the BrainStars dataset can be used to identify candidate genes whose expression levels can “mark” a specific CNS region. To find such candidate genes, we defined “marker” genes as the subclass of multi-state genes whose highest (or lowest) state of expression occurs in only a single CNS region. We found 2,573 (high) and 381 (low) probe sets (1,889 and 323 genes, respectively) for such marker genes (**Figure 3A** and see also lists in BrainStars database, http://brainstars.org/). For example, the highest expression of a multi-state gene *Gpr151* can “mark” Hb in the adult mouse brain (**Figure 3B**). 

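SO, ME and Hb had the most genes whose highest state was found in a single region. Of 2,024 such probe sets (1,405 genes), 439 marked SO, 224 ME, 216 Hb, 168 CA1, 89 DG and 74 CPu lateral. A lowest state in a single region was found for 393 probe sets (308 genes), 140 of them in SO, 72 in SCN and 51 in ME. No probe set marked A anterior, the ventral posteromedial and posterolateral thalamic nuclei (VPM/VPL), the paraventricular nucleus (Pa) or LH by a high state. In DM the peptide genes *Hcrt* and *Npvf*, in SCN *Vip*, *Vipr2* and *Syt10*, and in CPu lateral *Rgs9* were such markers. Among the markers of SO were vessel genes (*Vwf*, *Pecam1*, *Cdh5*, *Itm2a*) and leptomeningeal genes (*Igf2*, *Col1a2*, *Slc22a6*), and 6 of those of CA2/CA3 were choroid plexus genes. *Sag* and *Gh* marked OB anterior and rest on its replicate 2. When the states were inferred from each replicate alone, 629 of the 2,024 (31.1%) marked the same region both times, 144 of them in SO and 129 in Hb. With 5 random starts there were 1,433 high markers. With the number of states chosen by the Bayesian information criterion there were 1,280 high and 98 low markers, and 888 low markers with a prior of 1.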

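Hb was marked by 216 probe sets of 143 genes through their highest state. Of 13 habenula genes, 7 were among these markers, *Gpr151*, *Chat*, *Chrna3*, *Chrnb4*, *Kcnip1*, *Pou4f1* and *Tac2*. All 13 habenula genes were higher in Hb (median 3.51, adjusted p = 4.24e-10 with an estimated correlation). *Tac2*, the neurokinin B precursor, was at 13.36, and the calcium-binding protein gene *Calb2* at 13.38, 2.51 above the others. *Irx2*, a homeobox gene, was higher by 3.52.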

We performed ISH with several of these marker gene candidates, and the results validated their regional specificity (**Figure 3B**). We noted that the marker gene candidates included genes related to a specialized function of each region. For example, *choline acetyltransferase* (*Chat*), a rate-limiting enzyme for acetylcholine synthesis, was a marker gene candidate for the Hb, a *cholinergic* basal forebrain complex. 

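*Chat* (1440070_at) was at 9.31 ± 0.07 (SD, n = 2) in Hb and 7.59 in the mean of the other regions, a difference of 1.71 (standard error 0.09, adjusted p = 1.55e-22). CPu lateral, which holds cholinergic interneurons, followed at 8.04. All 7 cholinergic genes were higher in Hb (median 2.53, adjusted p = 1.84e-06 with an estimated correlation), among them the vesicular acetylcholine transporter gene *Slc18a3* by 3.81 and the choline transporter gene *Slc5a7* by 2.53.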

We also noted that among marker gene candidates expressed by a certain region, we sometimes identified gene pairs that constituted a transcriptional regulator and its target gene. For example, *nuclear receptor subfamily 0*, *group B*, *member 1* (*Nr0b1*) and *nuclear receptor subfamily 5*, *group A*, *member 1* (*Nr5a1*), marker gene candidates for the subparaventricular zone dorsal (SPa dorsal) region, are known to be co-expressed [44], and *Nr0b1* regulates *Nr5a1* [45].

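*Nr0b1* (1417760_at) and *Nr5a1* (1418315_at), which encode nuclear receptors, were both highest in SPa dorsal. *Nr0b1* was at 7.94 ± 0.07 (SD, n = 2), 2.38 above the other regions (standard error 0.09, adjusted p = 7.38e-30), and *Nr5a1* at 9.22 ± 0.06 (SD, n = 2), 2.52 above them (standard error 0.09, adjusted p = 3.35e-30). For both the ventromedial hypothalamic nucleus (VMH) came next, at 7.34 and 8.49. The high state of *Nr5a1* took in SPa dorsal and VMH, and that of *Nr0b1* these 2 regions with ME, SCN, SPa ventral and Arc.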

**Figure 3:**
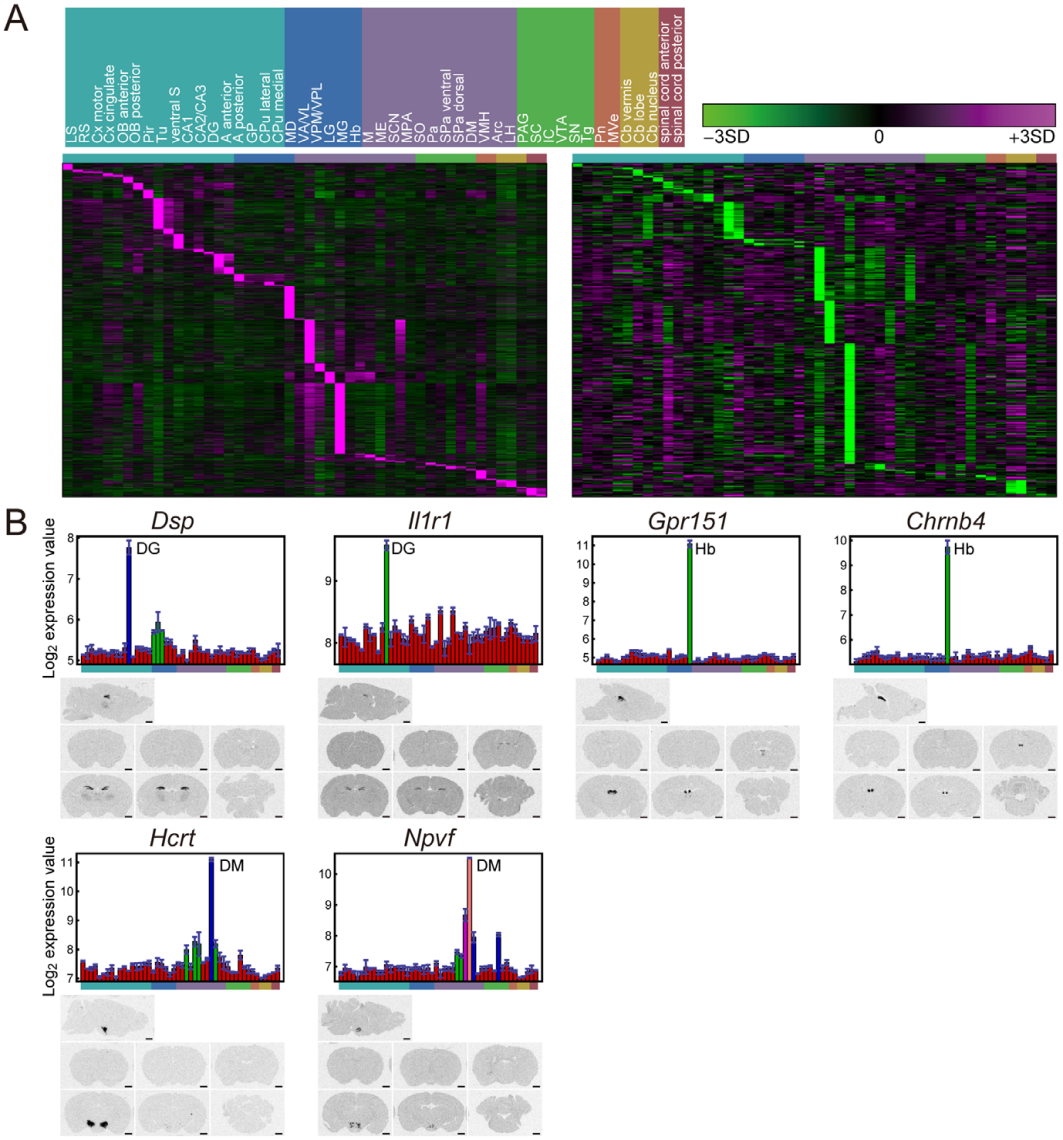
Regional marker gene candidates. (**A**) Heat maps of the expressions of marker gene candidates. Genes expressed at higher (left-lower) or lower (right-lower) levels in single regions are shown. The columns of the heat maps represent CNS regions whose order is shown at the left top of this panel. (**B**) GeneChip expression profiles (upper) of six marker gene candidates: *Dsp* (highly expressed in the DG), *Il1r1* (DG), *Gpr151* (Hb), *Chrnb4* (Hb), *Hcrt* (DM), and *Npvf* (DM) were also confirmed to be expressed in the corresponding regions by *in situ* hybridization (lower). Inferred states of marker gene candidates are distinguished by color in the upper charts. The order of CNS regions in the expression graphs is the same as in **Figure 2B**.

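The 5 marker genes other than *Gpr151* were each highest in the named region, 1.43 to 4.69 above the mean of the other regions and 1.1 to 4.09 above the next region. *Dsp* (1435493_at), the desmosome gene desmoplakin, was at 10.40 ± 0.03 (SD, n = 2) in DG against 5.71 in the others (difference 4.69, standard error 0.16, adjusted p = 5.85e-32), and VA/VL followed at 8.14, 1 of 10 regions in its high state. The other *Dsp* probe set of Table S3 (1435494_s_at) was at 11.37 in DG and had 3 states, with DG alone in the highest. *Il1r1* (1448950_at), the interleukin 1 receptor gene, was at 9.58 ± 0.11 (SD, n = 2) in DG, 1.43 above the others (standard error 0.08, adjusted p = 4.11e-23). *Chrnb4* (1457008_at) was at 11.44 ± 0.02 (SD, n = 2) in Hb, 4.57 above the others (standard error 0.10, adjusted p = 4.00e-41). In the dorsomedial hypothalamic nucleus (DM), the orexin gene *Hcrt* (1420471_at) was at 11.10 ± 0.09 (SD, n = 2), 3.68 above the others (standard error 0.11, adjusted p = 2.16e-34), and *Npvf* (1421686_at) at 10.52 ± 0.01 (SD, n = 2), 3.52 above them (standard error 0.09, adjusted p = 3.24e-37). SPa dorsal followed for *Npvf*, at 8.67.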

### Internal control gene candidates in CNS

In addition to expression differences among the CNS regions discussed above, we also focused on a final class of genes which encompassed those that did not exhibit multi-state expression patterns in CNS regions. We called these “one-state” genes, because they were expressed unimodally across the CNS regions, and roughly followed a log-normal distribution (**Figure 2A and 2C**). Some one-state genes exhibited stable expression patterns, characterized by a log-normal distribution with small variance, whereas others exhibited a more variable expression, showing a log-normal distribution with larger variance (**Figure S3A**). By using a “variability score” determined from the expression data (**Materials and Methods** and **Figure S3B–D**), we identified 1,055 “stable” one-state genes (variability score less than −1.0) and 2,362 “variable” one-state genes (variability score more than 1.0) in the adult mouse CNS (**Figure 4A**, and see also lists in BrainStars database, http://brainstars.org/). 

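Among 17,723 probe sets with 1 state that were bright enough to score, 896 (717 genes) were stable and 2,405 (1,620 genes) were variable. The score is the log2 ratio of the SD over the 48 regions to the running median SD of probe sets of like brightness. *Eif2b1*, a translation initiation factor gene, scored -1.66, with a mean of 9.60 and an SD of 0.08, and *Kcnab1*, a potassium channel subunit gene, scored 2.1, with a range of 5.2. *Nrip3* scored 1.92. When the replicate variance was subtracted first, 1,356 genes were stable, and with 1 replicate left out 509 or 527.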

We also confirmed the expression patterns of some of the stable and variable one-state genes by q-PCR (**Figure S3E–L**).

**Figure 4:**
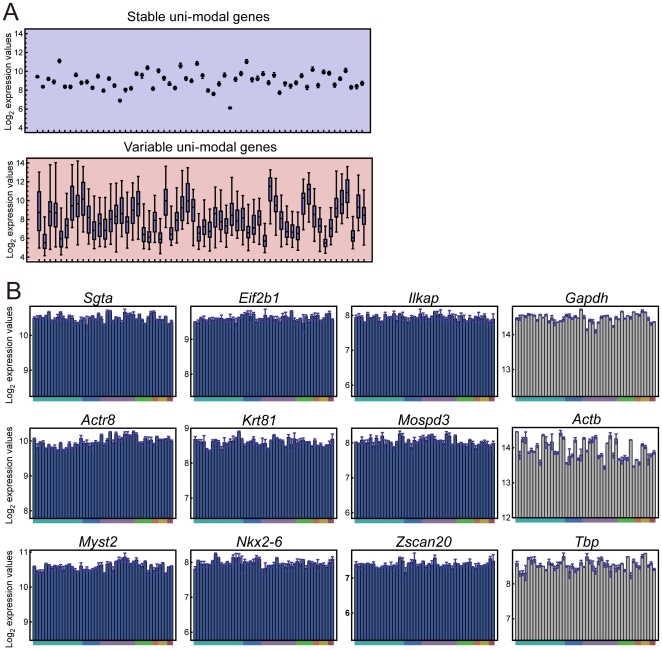
Internal control genes. (**A**) One-state genes with the 50 most stable (left panel) and variable (right panel) expression patterns. Each box shows the 0.25- to 0.75-quantiles of expression levels in 48 CNS regions for each probe set, and the error bars show the range of expression for all 48 regions. (**B**) Expression graphs for nine stable one-state genes identified in this study and three well-known internal control genes (*Gapdh*, *Actb*, and *Tbp*, right). The order of CNS regions in the expression graphs is the same as in **Figure 2B**. Top row, genes for metabolic process proteins. Middle row, genes for structural proteins. Bottom row, genes for transcription factors, expressed at high (left), intermediate (middle), and low (right) levels.

We observed that the stable and variable expression patterns of the one-state genes seemed to correlate with the subcellular localizations, molecular functions, and biological processes of their products (**Text S1** and **Figure S3M–T**). 

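Among 1-state genes, those of the mitochondrial ribosome and the proteasome varied less among regions than the other genes, and those of cell adhesion and ion channels more. Of these, 71 mitochondrial ribosome genes had a median score of -0.49 and 31 proteasome genes of -0.48, while 75 cell adhesion genes had a median of 0.92 and 111 ion channel genes of 1.0 (two-sided permutation tests against the other 1-state genes, adjusted p = 3.33e-05, 1.00e-04, 3.33e-05 and 3.33e-05). Of the ion channel genes, 56 were variable and 4 stable, and of the proteasome genes 0 and 4. Genes of the cytosolic ribosome did not stand out (41 genes, median -0.06, adjusted p = 0.777), and neither did the SLC transporters.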

Although each functional category contained some members with stable or variable expression tendencies, remarkably stable one-state genes were found in most of the categories, including the metabolic process proteins, structural proteins, and transcription factors (**Figure 4B**). These genes could be novel candidates for internal controls in experiments using various methodologies, including q-PCR and ISH. They may prove to be more appropriate controls than the commonly used *glyceraldehyde-3-phosphate dehydrogenase* (*Gapdh*), *actin*, *beta* (*Actb*), or *TATA box binding protein* (*Tbp*), for some experiments (**Figure 4B**).

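Of 10 genes that the paper names as stable, 7 had a score below -1.0 at their brightest probe set, *Eif2b1* among them. *Sgta*, a co-chaperone gene, scored -1.51, with a mean of 10.50 and an SD of 0.10, the oxygen sensor gene *Egln2* scored -1.50, the homeobox gene *Nkx2-6* -1.45, the acetyltransferase gene *Myst2*, now *Kat7*, -1.34 and the keratin gene *Krt81* -1.24. *Actr8* was at -1.01, *Zscan20* at -0.98 and *Mospd3* at -0.82. The brightest probe set of *Ilkap*, a phosphatase gene, had 2 states over a range of 1.34, and another probe set of it scored -1.30.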

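Genes in common use as internal controls lay on either side of the other 1-state genes of like brightness. *Tbp* scored -0.75, with a mean of 8.53 and a range of 0.63 over the 48 regions. *Actb*, at 13.94, had 2 states over a range of 1.0. The median score of 7 such genes with 1 state was -0.08 (permutation test, adjusted p = 0.777). *B2m*, a subunit of the major histocompatibility complex, scored 1.1 over a range of 3.0, *Ywhaz* 0.99, *Rpl13a* -0.08, *Sdha* -0.22 and *Hprt* -0.26. *Gusb*, *Pgk1* and *Tfrc* had 2 states at their brightest probe sets, and *Pgk1* is the other of the 7 through a probe set with 1 state, which scored -0.04. No probe set names *Gapdh* as its single gene, so it is not given here.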

### Inferred connections among CNS regions

As one application of the multi-state expression analysis among CNS regions, we focused on genes related to ligands and receptors of neurohormones (NHs) and neurotransmitters (NTs). In the CNS, various NHs and NTs are secreted from neurons to convey information among distinct regions [46]. Therefore, expression data (especially multi-state expression patterns) for NH and NT (NH/NT) genes may be useful for investigating interconnections among CNS regions and intraconnections within the same CNS region.

To analyze the expression patterns of multi-state NH/NT genes, we first made a list that included the multi-state genes for the ligands themselves and those for enzymes that were rate-limiting in the biosynthesis of these ligands. Here we termed both of these categories as “ligand” genes. We also included the genes for NH/NT receptor proteins (i.e., “receptor” genes). 

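Of 86 ligand and receptor pathways listed from gene names, 46 had a multi-state ligand gene and a multi-state receptor gene. They gave 14,965 combinations of a region with the ligand up and a region with the receptor up, 351 of them within 1 region. The vasoactive intestinal peptide gene *Vip* was up together with at least 1 of its 2 receptor genes in 12 regions. The growth hormone gene *Gh* was up as a ligand in OB anterior alone, through its replicate 2. With the highest state in place of all up states there were 5,419 combinations.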

Beginning with the multi-state NH/NT genes, we analyzed the ligand-receptor expressions in distinct CNS regions and found 68 neurohormone (NH) and neurotransmitter (NT) signaling pathways out of a total of 23,864 ligand-receptor interactions (including 519 intrinsic ligand-receptor interactions within the same CNS region) (see lists in BrainStars database, http://brainstars.org/). We counted the number of NH/NT ligand-receptor expressions for each CNS region pair, and drew a density plot of these counts (**Figure 5A**). In this density plot, we found strong connections between the hypothalamic and olfactory bulb regions. 

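Pairs within the hypothalamus and between olfactory bulb and hypothalamus had more shared pathways than the average pair. The mean number of pathways per ordered pair of regions, each region with itself included, was 9.23 within the hypothalamus, 8.71 between the olfactory bulb and the hypothalamus and 6.5 over all pairs. OB posterior, with 438, and OB anterior, with 433, had the most outgoing combinations, followed by SCN with 413. A posterior, with 437, A anterior, with 426, and SPa ventral, with 424, had the most incoming ones. Without replicate 2, MPA, with 468, and SPa ventral, with 441, had the most outgoing ones, and LS, with 396, ME, with 395, and Pa, with 374, the most incoming ones, with A posterior the 13th. OB anterior counts the growth hormone ligand *Gh*, which was raised in its replicate 2 only.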

We have represented these findings in a network graph, which illustrates the presence of more than 17 ligand-receptor pairs (the 0.05 quantile of the distribution of all combinations of regions, and also with *P*<0.01 in a binomial test with Bonferroni correction) with arrows drawn between the CNS regions expressing ligand genes and those expressing their cognate receptors (**Figure 5B**). This analysis confirmed the findings from the density plot. 

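No pair of regions had more than 16 pathways, and the 95% quantile over all pairs was 11. A posterior, A anterior and SPa ventral received the most arrows above this quantile, 9 each. Without replicate 2 they received 3, 6 and 3, and ME the most, 7. By a binomial test with Bonferroni correction, 0 pairs passed, and 2 did without replicate 1.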

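With arrows drawn above the 95% quantile, 6 came into SCN and 6 left it. It was the fifth of 48 regions by arrows received, and the fifth by incoming combinations, with 387. SCN expressed the receptor genes *Vipr2*, *Npy6r* and *Prokr2*, the last of which was 3.64 above the other regions. Without replicate 1, 5 arrows came in and SCN ranked 4th by incoming combinations. Without replicate 2, 0 arrows came in and it ranked 12th.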

Note that the network graph shows many arrows coming into the SCN, the circadian-clock center [47]. This implies that the SCN receives a wide variety of environmental or internal information from distinct CNS regions, allowing it to keep proper circadian timing. This finding is consistent with a previous report showing that many NH/NT pathways are active in the SCN [48].

**Figure 5:**
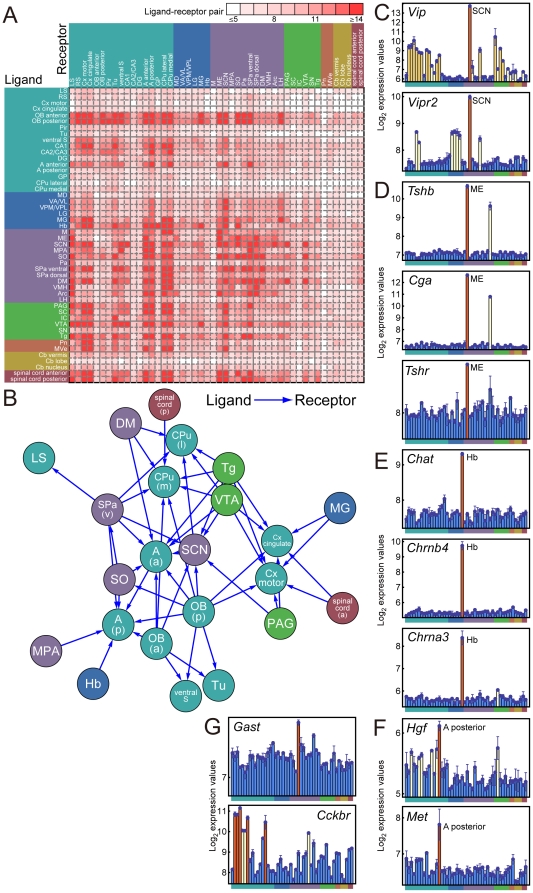
Inferred connections among CNS regions. (**A**) Pairs of CNS regions that tended to express the ligand gene for a neurohormone (NH) or neurotransmitter (NT) in one region and its cognate receptor gene in the other. The color of each tile represents the number of ligand-receptor pairs that had “up” states in the corresponding pair of CNS regions. (**B**) Graphical representation of the putative connections among CNS regions. Arrows originate in the ligand-expressing region and point to the region expressing the cognate NH/NT receptors, when >17 (0.05 quantile of the distribution of all combinations of regions) ligand–receptor pairs were expressed in the two regions. (**C**–**F**) Examples of inferred intrinsic ligand-receptor connections. (**G**) Examples of inferred extrinsic connections. The order of CNS regions in the expression graphs is as in **Figure 2B**.

We next analyzed the NH/NT ligand-receptor expressions within given CNS regions to infer their intrinsic connections. To identify such intraconnections, we retrieved pairs of ligand and receptor genes that had at least one common “high”- or “up”-state region (see lists in BrainStars database, http://brainstars.org/), and ranked them according to the total number of ligand-receptor matched states. One possible signaling pathway of intrinsic ligand-receptor interactions was the vasoactive intestinal peptide (VIP) signaling pathway (**Figure 5C**; the ligand gene was *Vip* and the receptor gene was *vasoactive intestinal peptide receptor 2* [*Vipr2*]). These two genes were highly expressed in the SCN, supporting previous findings that *Vip* and *Vipr2* contribute to the synchronization of clock cells within the SCN [49], [50], [51]. 

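*Vip* (1428664_at) was at 13.74 ± 0.03 (SD, n = 2) in SCN and 7.15 in the mean of the other regions, a difference of 6.60, or 96.9-fold (standard error 0.23, adjusted p = 1.86e-30). PAG followed at 10.46. *Vipr2* (1421391_at) was at 9.98 ± 0.10 (SD, n = 2), 2.30 above the others (standard error 0.09, adjusted p = 2.41e-29), and VPM/VPL followed at 8.69. All 12 SCN genes were higher in SCN (median 2.43, adjusted p = 6.18e-08 with an estimated correlation), among them the vasopressin gene *Avp* by 4.05 and the homeobox gene *Six6* by 3.17, and 11 of the 12 were higher in the neighbouring SPa ventral (median 1.1). The regulator of G protein signaling gene *Rgs16* was higher in SCN by 3.75. *Gfap* of astrocytes was higher too, by 3.89 at another probe set.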

A second example of an intrinsic pathway was the thyroid-stimulating hormone (TSH) signaling pathway (**Figure 5D**; ligand genes were *glycoprotein hormones*, *alpha subunit* [*Cga*] and *thyroid stimulating hormone*, *beta subunit* [*Tshb*], and the receptor gene was *thyroid stimulating hormone receptor* [*Tshr*]). These three genes were highly expressed in the ME, a possible center for the photoperiodic calendar, supporting previous findings that the TSH signaling pathway is involved in photoperiodism [52], [53] and that that *Tshr* itself is required to maintain the high expression of *Tshb* in the ME [53]. 

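*Cga* (1418549_at), the subunit shared by the glycoprotein hormones, was at 12.62 ± 0.18 (SD, n = 2) in ME against 6.70 in the other regions, a difference of 5.92 (standard error 0.09, adjusted p = 4.12e-49). *Tshb* (1450371_at) was at 10.67 ± 0.15 (SD, n = 2), 3.55 above the others (standard error 0.08, adjusted p = 9.67e-41), and *Tshr* (1442300_at) at 8.80 ± 0.03 (SD, n = 2), 0.79 above them (standard error 0.08, adjusted p = 1.82e-12). Arc came next for each, at 10.79, 9.62 and 8.38, and ligand and receptor were up together in ME and Arc. Of other pituitary genes, the proopiomelanocortin gene *Pomc* was at 12.24 in ME and higher in Arc, at 12.98, and *Lhb* was at 8.14 in ME, 0.53 above its median over the regions, while *Fshb* was 1.1, *Gh* 0.27 and *Prl* 0.09 above theirs.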

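*Chrna3* (1452010_at), a nicotinic receptor subunit gene, was at 12.42 ± 0.33 (SD, n = 2) in Hb, 4.93 above the other regions (standard error 0.11, adjusted p = 1.22e-41). SC followed at 8.50. For the subunit gene *Chrnb4*, MVe followed Hb at 7.35. The ligand gene *Chat* was up in Hb alone among the 48 regions, and at least 1 multi-state acetylcholine receptor gene was up in 44.

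**Figure D5:**
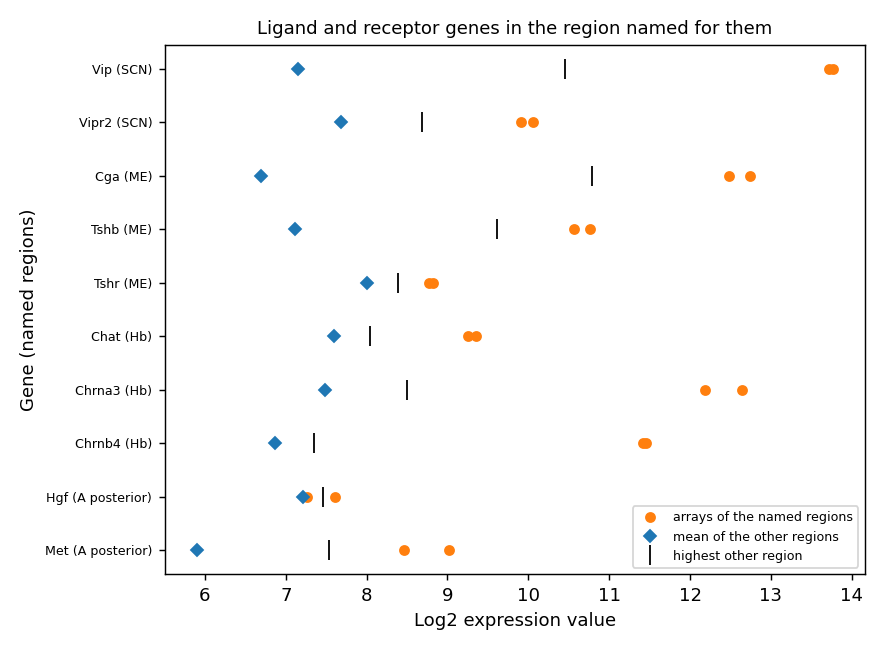
Log2 expression value (x axis) of 10 ligand and receptor genes (y axis), with their named region. Orange dots are the 2 arrays of that region, blue diamonds the mean of the other regions and black ticks the highest other region. *Vip* lies at 13.74 in SCN and 7.15 in the mean of the others.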

A third example was the acetylcholine signaling pathway (ligand gene was *Chat* and receptor genes were *cholinergic receptor*, *nicotinic*, *alpha polypeptide 3* [*Chrna3*] and *cholinergic receptor*, *nicotinic*, *beta polypeptide 4* [*Chrnb4*]); these three genes were highly expressed in the Hb, one of the cholinergic nuclei (**Figure 5E**). A fourth example was the hepatocyte growth factor (HGF) signaling pathway (**Figure 5F**; ligand gene was *Hgf*, receptor gene was met proto-oncogene [*Met*]). These two genes were expressed in the amygdala posterior (A posterior). 

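*Met* (1434447_at), the receptor gene, was at 8.74 ± 0.40 (SD, n = 2) in A posterior and 5.90 in the mean of the other regions, a difference of 2.85 (standard error 0.12, adjusted p = 6.00e-27). *Hgf* (1425379_at), the growth factor gene, was at 7.44 ± 0.24 (SD, n = 2) in A posterior and 7.21 in the others, a difference of 0.23 (standard error 0.06, adjusted p = 0.004), and 3 regions were higher, SC the most, at 7.46. This probe set had 1 state. Of the 3 probe sets of *Hgf*, 2 were highest in A posterior, and the one with the largest spread was at 6.12, 0.80 above the others (adjusted p = 8.61e-10), and had 4 states, with A posterior alone in the highest. Without replicate 1 of A posterior the difference of the brightest probe set was 0.06 and did not pass the test.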

*Hgf* and *Met* are expressed in the brain [54], and their signaling mediates multiple neurodevelopmental and neurophysiological processes. However, little is known about the function of HGF in the amygdala. HGF infusion into the cerebral lateral ventricles influences anxiety in rats [55]. Because the amygdala has an important role in fear and anxiety [56], the HGF signaling pathway in the amygdala may be important for emotion. We also analyzed NH/NT ligand-receptor expressions among different CNS regions to infer extrinsic connections. To identify such interconnections, we retrieved pairs of ligand and receptor genes that had “up” states in different CNS regions. One example of a possible extrinsic ligand-receptor interaction was the Gastrin signaling pathway (**Figure 5G**; the ligand gene was *gastrin* [*Gast*] and the receptor gene was *cholecystokinin B receptor* [*Cckbr*]). *Gast* was expressed in the medial preoptic area (MPA), and *Cckbr* was mainly expressed in the retrosplenial cortex (RS), Cx motor, Cx cingulate, piriform cortex (Pir), and A posterior. 

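*Gast* (1422915_at), the gastrin gene, was at 7.90 ± 0.06 (SD, n = 2) in MPA, 0.59 above the other regions (standard error 0.06, adjusted p = 4.31e-11), and VMH followed at 7.69. *Cckbr* (1454770_at) was at 10.85 in the retrosplenial cortex (RS), 10.83 in Cx motor, 11.15 in Cx cingulate, 10.67 in Pir and 10.46 in A posterior. Their mean of 10.79 ± 0.30 (SD, n = 10) was 2.23 above the others (standard error 0.04, adjusted p = 1.54e-44), and OB anterior followed at 10.05. The ligand was up in MPA alone and the receptor in 8 regions, with 0 regions in common.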

The amygdala plays a key role in fear and anxiety [56], as mentioned above, and *Cckbr* knock-out mice are less anxious than normal mice [57], implying a possible role of Gastrin signaling between the MPA and the amygdala.

### Comparison of the BrainStars with other resources

Although the BrainStars dataset is intended to be a valuable resource in itself, it is probably most useful when compared and combined with other available datasets that show gene expression in the adult mouse brain, such as BioGPS [58], Teragenomics [11], and the Allen Brain Atlas (ABA) [9]. To compare these datasets, we first evaluated the global correlation between the BrainStars expression dataset and the other resources (BioGPS, Teragenomics, and ABA). The Pearson's correlation coefficient between the BrainStars dataset and the BioGPS dataset was 0.88 (**Figure 6A** **top-left**), and the correlation between the BrainStars dataset and the Teragenomics dataset was 0.77 (**Figure 6A** **top-right**). The correlation between the BrainStars dataset and the ABA dataset (“expression energy,” see Lau *et al* [59] for its definition) was 0.45 (**Table S2**; **Figure 6A** **bottom-left**). These results were similar to a published comparison among the GNF SymAtlas (BioGPS), Teragnomics, and ABA datasets [21], in which the Pearson's correlations between the GNF SymAtlas (BioGPS) and Teragnomics datasets were 0.71–0.73, and between ABA and each of the other datasets were 0.39–0.52. These results suggest that the correlation level between the BrainStars dataset and the other datasets is acceptable, even though our sampling areas were much smaller than those used for the GNF SymAtlas (BioGPS) and Teragnomics datasets. We also found high variability in the correlations between our expression dataset and the ABA dataset (0.32–0.56) among the sampled regions (**Table S2**). The variability in the correlations between the BrainStars and ABA datasets depended to some extent on the complexity of the sampled region: the hippocampus and cortex, which are large and homogeneous, showed higher correlations, and the hypothalamic regions, which are smaller and more complex, showed lower ones.

**Figure 6:**
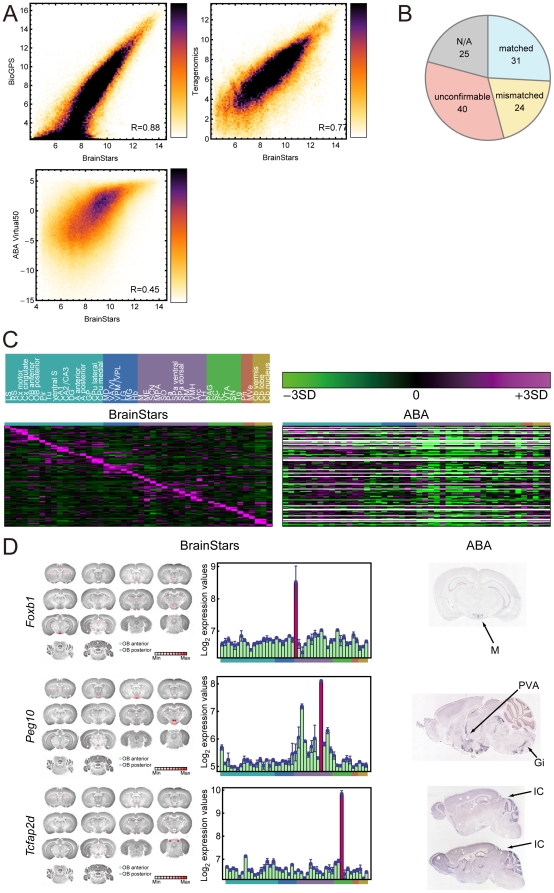
Comparison of BrainStars dataset with other resources. (**A**) Scatter plots comparing the BrainStars expression datasets with the BioGPS (top-left), Teragenomics (top-right), and Allen Brain Atlas (ABA) expression level (bottom-left) datasets. All expression values were log_2_-transformed. (**B**) Summary of the comparison of our marker gene candidates with ABA. Our 120 marker gene candidates with corresponding entries in the target dataset were classified as “matched”, “mismatched”, “unconfirmable”, or “N/A (not available)”. (**C**) Heatmaps of 120 marker gene candidates in the BrainStars, and ABA datasets. (**D**) The BrainStars, and ABA expression data for three marker gene candidates: *Foxb1*, *Peg10*, and *Tcfap2d*, show, respectively, agreement in datasets, or a lack of agreement between the datasets. For each gene, the BrainStars expression values were mapped onto slice images and are also represented as bar graphs, and the ABA *in situ* images are shown. The order of CNS regions in the expression graphs is as in **Figure 6C**. PVA: paraventricular thalamic nucleus, anterior part. Gi: gigantocellular reticular nucleus.

We next evaluated our marker gene candidates with the ABA dataset at the level of individual genes (**Table S3**; **Figure 6B and 6C**). Of the 120 marker gene candidates determined in the BrainStar dataset (see **Materials and Methods**), 95 could be associated with corresponding entries in the ABA dataset (**Figure S4**). 

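All 100 probe sets that Table S3 lists for marker gene candidates with an entry in the other dataset were highest in their listed region in the arrays, each with an adjusted p under 0.05. They include *Foxb1*, *Tfap2d*, *Gbx2* and *Met*. Of these probe sets, 98 had more than 1 state and 51 had their highest state in the listed region alone. The listed region was above the next highest by a median of 0.90, with 1.15 for the 34 probe sets of the matched group, 0.88 for the 24 of the mismatched group and 0.82 for the 42 of the unconfirmable group. The margin was over 1 in 44. The authors chose these genes on the same arrays, so the ranks are not independent evidence.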

Of the 95 marker gene candidates associated with the ABA dataset, 31 were confirmed in the same regions (“matched”), 24 were discrepant (“mismatched”), and 40 could not be confirmed due to a lack of good-quality expression data in the ABA dataset (“unconfirmable”). 

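*Foxb1* (1420705_at), a forkhead transcription factor gene, was at 8.52 ± 0.70 (SD, n = 2) in the mammillary body (M), with 8.02 and 9.02 in its arrays, and 6.69 in the mean of the other regions, a difference of 1.83 (standard error 0.10, adjusted p = 3.28e-21). The next region was SC, at 7.03. *Tfap2d* (1425443_at), the current symbol of *Tcfap2d*, was at 9.84 ± 0.20 (SD, n = 2) in IC, 3.29 above the others (standard error 0.09, adjusted p = 6.82e-37), with Pir next at 7.13.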

Examples of marker gene candidates that were matched (*forkhead box B1* [*Foxb1*]) and mismatched (*paternally expressed 10* [*Peg10*], and *transcription factor AP-2*, *delta* [*Tcfap2d*]) are shown in **Figure 6D**. *Peg10*, which was expressed only in the DM in the BrainStars dataset, was also expressed in the PVA (paraventricular thalamic nucleus, anterior part) and the Gi (gigantocellular reticular nucleus) in the ABA dataset. 

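*Peg10* (1427550_at), a paternally expressed gene derived from a retrotransposon, was at 8.10 ± 0.08 (SD, n = 2) in DM and 5.33 in the other regions, a difference of 2.77 (standard error 0.14, adjusted p = 3.15e-23). SCN followed at 7.18, and the high state of *Peg10* took in SCN and DM.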

*Tcfap2d* could not be detected only in the ABA dataset, because of non-specific signals in the ISH images.

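*Gbx2* (1420337_at), a homeobox gene of the developing thalamus, was at 9.13 ± 0.05 (SD, n = 2) in MD and 5.04 in the other regions, a difference of 4.09 (standard error 0.11, adjusted p = 1.42e-35). As for *Gpr151*, this difference may be too small, since the mean of the other regions lay near the low end of the array values. MG followed at 8.25, and the high state of *Gbx2* took in MD, MG and Hb. PVA is not among the sampled regions.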

Among the 24 “mismatched” genes in the comparison with the ABA dataset, we also found several that were expressed in additional regions in the ABA dataset (e.g., our Hb marker gene candidate *Gpr151* was also expressed in the PVA, and our MD marker gene candidate *gastrulation brain homeobox 2* [*Gbx2*] was also expressed in the PVA). Furthermore, the expressions of the remaining genes were detected in different regions from our dataset (e.g., our A posterior marker gene candidate *Met* was expressed in the lateral septal nucleus [LS] in the ABA dataset). 

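For *Met*, LS was the second highest of the 48 regions in the arrays, at 7.53, where A posterior was highest.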

Among the genes that were “unconfirmable” by comparison with the ABA dataset, we found that our ME marker gene candidates were not detected in the ABA dataset, which might have been caused by a disproportionate loss of the ME during slice dissection. 

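*Prdm16* (1440870_at), a zinc finger transcription factor gene, was at 11.30 ± 0.40 (SD, n = 2) in LS and 7.04 in the other regions, a difference of 4.26 (standard error 0.15, adjusted p = 4.54e-31), with ME next at 8.75. *Qrfpr* (1457048_at), the current symbol of *Gpr103*, was at 8.69 ± 0.22 (SD, n = 2) in VMH, 3.49 above the others (standard error 0.11, adjusted p = 1.81e-33), with Pir next at 7.81.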

We also found cases in which signals that were significant in the BrainStar dataset were not detected in the ABA dataset, owing to non-specific signals (e.g. for our LS marker gene candidate *PR domain containing 16* [*Prdm16*], and inferior colliculus [IC] marker gene candidate *Tcfap2d*) or to the narrow dynamic range of expression signals detected in the ABA dataset (e.g., for our SCN marker gene candidate *myocilin* [*Myoc*] and ventromedial hypothalamic nucleus [VMH] marker gene candidate *G protein-coupled receptor 103* [*Gpr103*]; see also **Text S1** and **Figure S5**).

## Discussion

In this study, we constructed a quantitative expression profile (expression map) of the adult mouse brain at the nucleus-level resolution. Our resource is especially useful for functional analyses focusing on specific functional brain regions. Marker gene candidates can be used to highlight CNS regions of interest. Multi-state genes can provide information for screening genes whose expressions in targeted regions are different from ones in other regions. One-state stable genes are novel internal control gene candidates for studies on the mouse brains. Although these kinds of data might be obtained with ISH resources (e.g. ABA), such data would be indirect and would require post-processing of ISH images, possibly introducing artifacts by quantification, image alignment, etc.

As the first set of analyses in the BrainStars project, we sampled 51 regions with distinct functions in the CNS of the adult mouse. We intended to include as many nuclei, loci, ganglia, and substantia as possible in the telencephalon, thalamus, hypothalamus, mesencephalon, and metencephalon. However, in this first analysis, we did not include some prominent brain regions, such as the SVZ (sub-ventricular zone; neurogenesis), LC (locus coeruleus; noradrenergic), raphe nuclei (serotonergic), and TMN (tuberomammillary nucleus, which is histaminergic), which will be sampled, analyzed, and reported in a future paper.

In collecting RNA of CNS regions, we used cylindrical punch samples, 0.5-mm thick and 0.5 mm in diameter, from 51 distinct CNS regions. This is a natural extension of our previous study on DNA-microarray-based expression profiling of SCN [60] to a quantitative and spatial genome-wide expression study of distinct functional regions of the adult mouse brain. To ensure the accuracy of our spatial expression dataset, we avoided potential artifacts caused by the circadian regulation of gene expression, which affects 2–10% of all genes [61], by taking samples of these small brain regions every 4 hours, starting at ZT0 (Zeitgaber time 0; the time of lights on), for 24 hours (6 time-point samples for each region). This strategy allowed us to avoid artifacts caused by temporal differences in gene expression [60], and therefore, to focus on spatial differences. We chose this strategy because we wanted to concentrate on spatial differences among the expression profiles of small brain regions, and this facilitates the identification of candidate genes. Once candidate genes are selected, we can collect time-course samples for these genes; this is one of our future works.

In our analysis of the expression data, we identified “multi-state” expression patterns in CNS regions. In the multi-state genes, we can find well-known CNS-active genes (e.g. *Camk2α*, *Th*) and GPCRs (e.g. *Htr1a*, *Sstr2*), and this result shows feasibility of our analysis method with using variational Bayesian inference. Furthermore, we identified many examples of genes that have not yet been examined so much in the adult mouse brain (e.g. *Gpr81*, *Gpr158*). These genes might have some physiological functions in the corresponding CNS regions, and further studies of such genes could be expected. We also performed a statistical analysis on region-specific functions of multi-state genes at the level of individual gene categories, and showed that several gene categories (e.g. nuclear receptor and cell adhesion) were over-represented. Although we need to be careful about the observations in which mRNA levels do not necessarily correlate with protein expression levels [62], [63], this statistical analysis indicate that digitalized expression patterns of multi-state genes imply some functional insights into the mouse adult CNS regions.

In our analysis of “multi-state” genes, we simply fit each expression profile to Gaussian mixture models with 1 to 6 normal distributions and chose the one with the best fit based on the variational Bayesian inference. There were several points we noticed. First, the analysis result contains genes with many states (5 states of Tyrosine hydroxylase, for example), and a few only show small changes among the states. However, such small changes among states are sometimes difficult to capture with current microarray technologies and the limited number of samples that we used. Therefore, we classified the multiple states identified through variational Bayesian inference into “on/off” or “up/down” states, and used these re-classified states in our further analyses. Second, there were “one-state” genes that look like “multi-state” genes, and there were “multi-state” genes that look like “one-state” genes. In some cases, there is not an obvious difference between some of the one-state and multi-state genes. These are because the fitness of Gaussian mixture models with one and multiple normal distributions were similar. We used the variational Bayesian inference because this method can select a more appropriate Gaussian mixture model than other methods such as EM (Expectation Maximization) algorithm [64]. We thus believe that the misclassification between “one-state” and “multi-state” genes were lower than other methods.

For “one-state” genes, we should be careful when interpreting their data because these “one-state” expressions may be caused by technical factors, such as the dynamic range of the microarray probe, alternative splicing not detectable by the probe, outdated probe design, etc. Moreover, since our sample set does not cover all CNS regions, developmental stages, and conditions such as environmental stress and diet, we cannot observe the change in a particular set of circumstances. However, we believe that we can use the “one-state” gene set in various studies, such as for identifying candidate positive control genes.

We also identified marker gene candidates for various CNS regions from the multi-state genes, and validated some of them by *in situ*. These genes can be used to highlight specific regions in the adult mouse brain for a range of further studies. Furthermore, we found that the candidate marker gene set included transcriptional regulators and its target gene pairs. Thus, it is possible that certain information about transcriptional regulation can also be retrieved from the marker gene candidates. We noted that a set of marker gene candidates in our genome-wide and nucleus-level expression data include region-specific genes that were not detected in similar resources. For example, the Allen Brain Atlas has a genome-wide ISH data and provides “fine structure” dataset (equivalent to “marker gene” candidates in this study) on their web site (http://mouse.brain-map.org/). In the “fine structure” dataset, *Gpr151* (marker gene candidate in Hb) and *Vip* (marker gene candidate in SCN) cannot be detected, although their regional specificities seemed to be found in the corresponding ABA ISH images. This may be caused by difficulties in quantitative analysis with ISH data or by their data quality for positioning brain regions, implying the advantage of BrainStars dataset in the quantitativeness.

As one application of the multi-state expression analysis among CNS regions, we searched for genes related to ligands and receptors of neurohormones (NHs) and neurotransmitters (NTs). We found 68 neurohormone (NH) and neurotransmitter (NT) signaling pathways in a total of 23,864 ligand-receptor interactions, and we drew an inferred ligand-receptor interaction map of the CNS regions. Although these inferred interactions represent a “possibility map” (i.e. there is a possibility of connection between two regions because they selectively express the appropriate ligands and receptors), these ligand-receptor interaction candidates will provide interesting hypotheses for future studies in neuroscience. We expect various neuroscience studies would be advanced by the close investigation of such candidate sets by experts in the field.

The results of the comparison among our BrainStars dataset and other resources indicate the advantages of our strategy for constructing the BrainStars database, which improved the dynamic range of detection (compared with the ABA). Although some discrepancies in the “mismatched” results between our database and the ABA may be caused by the limited number and size of the samples used for the BrainStars dataset, this limitation can be compensated for by comparing and combining datasets, preventing this from becoming a critical deficit of the BrainStars dataset. These comparisons indicate that no single method devised to date can provide complete genome-wide expression data for the adult mouse brain that has 1) a large dynamic range, 2) high spatial resolution, and 3) coverage of the whole brain. Because of the limitations of each method, we believe that the complementary and cooperative usage of these genome-wide expression datasets is the most useful platform for further investigation of the structure and function of the adult mouse brain. Therefore, to make the best use of these datasets, we constructed an integrated database and viewer for them (BrainStars viewer). The BrainStars viewer is publicly available at http://brainstars.org/.

The elucidation of the regulatory mechanisms of the mammalian brain is still a challenging goal that requires a variety of resources, including CNS expression maps. Our new resource should help accelerate the functional analysis of the mammalian brain and the elucidation of its regulatory network systems.

## Materials and Methods

### Ethics Statement

This study was approved by the Animal Care and Use Committee, Kinki University School of Medicine, and carefully followed the Guide for the Care and Use of Laboratory Animals, Kinki University School of Medicine (approved without IDs). Mice were also carefully kept and handled according to the RIKEN Regulations for Animal Experiments (AH18-02-18).

### Nucleus-level sampling of CNS regions

Balb/c mice (all mice were male) purchased 5 weeks postpartum, were adapted under a standard 12-h light/dark cycle (LD) for 2 weeks, before samples were obtained under LD or constant darkness (DD) conditions, every 4 h over 1 day, starting at ZT0. Slices (0.5-mm thick) of mouse brain were cut on a Mouse Brain Matrix (Neuroscience, Tokyo), frozen, and the specific regions were punched out bilaterally with a microdissecting needle (gauge 0.5 mm) under a stereomicroscope. We sampled 5–25 mice for each CNS region at each time point, and, as a result, samples from 30–150 mice were collected for each replicate of a single CNS region. This whole procedure was repeated twice (n = 2) to obtain experimental replicates for every CNS region.

### Microarray Analysis

The total RNA was prepared from the pooled samples for each region taken at all time points using Trizol reagent (Gibco BRL). The cDNA synthesis and cRNA labeling reactions were performed as previously described [65]. Affymetrix high-density oligonucleotide arrays for *Mus musculus* (GeneChip Mouse Genome 430 2.0) were hybridized, stained, and washed according to the Expression Analysis Technical Manual (Affymetrix). The expression values were summarized by the RMA method [66]. The resulting expression values were used in all the subsequent analyses. All data is MIAME compliant and the GEO accession number for the microarray data deposited and reported in this paper is GSE16496.

### Quantitative PCR

Quantitative PCR was performed with the ABI Prism 7900 and SYBR Green Reagents (Applied Biosystems). The cDNAs were synthesized from 0.25 µg of total RNA using Superscript II reverse transcriptase (Invitrogen). Samples contained 1× SYBR Green Master Mix, 0.8 µM primers, and 1/40 synthesized cDNA in a 10 µl volume. The PCR conditions were as follows: 10 min at 95°C, then 45 cycles of 15 s at 94°C, 1 m at 59°C. The absolute cDNA abundance was calculated using a standard curve obtained from murine genomic DNAs. We used Tbp as the internal control.

### *In situ* hybridization (ISH)

Mice were deeply anesthetized with ether and intracardially perfused with 10 ml saline and 20 ml of a fixative containing 4% paraformaldehyde in 0.1 M phosphate buffer (PB), pH 7.4. Mouse brain samples were postfixed in the same fixative for 24 h at 4°C, soaked in PB containing 20% sucrose for 48 h, and finally stored frozen at −70°C. The ISH method was described in detail previously [67]. Serial coronal and sagittal sections (40-µm thick) of the mouse brain were made using a cryostat. Fragments of cDNA were obtained by PCR, and the products were then subcloned into the PGEM-T easy vector (Promega). Radiolabeled probes were generated using ^35^S-UTP (PerkinElmer) via a standard protocol for cRNA synthesis. The primers used in the ISH were ctcacagtgatgctgctaagc (*Gpr151*, forward), ccctctgtctcttggccttc (*Gpr151*, reverse), ctacccagcgtgttatgggg (*Chrnb4*, forward), catgggagtagatctctgcc (*Chrnb4*, reverse), cgaggtctggagactactac (*Dsp*, forward), agcagaaccctcaacctctc (*Dsp*, reverse), gggagaaatgtcgctggat (*Il1r1*, forward), cataagggcacacaagacttcc (*Il1r1*, reverse), ctgagaggaatcccaaaagg (*Rfrp* [*Npvf*], forward), gctttccaccaggactctga (*Rfrp* [*Npvf*], reverse), ctgctgctgctgctactgct (*Hcrt*, forward), and gacgattctctgttggtgtgac (*Hcrt*, reverse).

### Hierarchical clustering of CNS regions with their expression profiles

For the hierarchical clustering of the 51 CNS regions and 102 samples, the correlation dissimilarity, i.e., 1-(Pearson's correlation coefficient) and Euclidean distance were used as distance functions, and a complete linkage method was used to build the clusters. For the statistical analysis of the separation of 51 CNS regions, pvclust clustering [68] was also performed with the four distance metrics indicated above. For every hierarchical clustering analysis, the natural expression values of 45,037 non-control probe sets in the 51 CNS regions or 102 samples were used.

### Gene categories

Genes for transcription factors (TF), channels, GPCRs, cell adhesion proteins, structural proteins, extracellular matrix proteins, and neurogenesis-associated proteins were retrieved using the corresponding gene ontology term assignments (GO:0003700 [transcription factor activity]/GO:0016563 [transcription activator activity]/GO:0016564 [transcription repressor activity], GO:0015267 [channel activity], GO:0004930 [G-protein coupled receptor activity], GO:0007155 [cell adhesion], GO:0005198 [structural molecule activity], GO:0031012 [extracellular matrix], GO:0022008 [neurogenesis], respectively), which were found in the annotation file (Mouse 430 2.0, na27) provided at the Affymetrix website. Genes assigned to GO:0003735 [structural constituent of ribosome] were excluded from the structural proteins. We chose 293 homeobox genes and 49 nuclear receptors, respectively, using the following references [40], [69]. NH/NT ligand/receptor genes, SLC transporter genes, and forkhead genes were manually retrieved. For the NH/NTs, the ligand-coding genes or the rate-determining enzymes for their biosynthesis were selected as “ligand genes,” and their receptors were selected as “receptor genes” for ∼140 neurohormones. SLC transporter genes and forkhead genes were also manually retrieved from the NCBI Entrez Gene database. All the gene category lists can be found in the BrainStars database (http://brainstars.org/).

### Identification of multi-state genes

Genes with multi-state expression patterns were identified with a variational Bayesian inference to fit a Gaussian mixture model [64]. We used the Gaussian mixture model with six components, in which each component has three parameters (mean, variance, mixture probability) with five hyper-parameters, and we assumed that components of Gaussian mixture have different variances. The detailed procedure for determining prior hyper-parameters and fitting Gaussian mixture models is described in the **Text S1** and **Figure S2**. We used log_2_-transformed expression values for the 45,037 non-control probe sets in the 48 CNS regions that did not include the retina, pituitary, or pineal. After the fitting procedure, the CNS regions were grouped according to predicted states. For example, CNS regions were classified into three groups for three-state genes because there were three states (“high,” “low,” and “middle”).

### Statistical analysis on multi-state genes

To test whether a multi-state gene with an “up” state was significantly enriched in a particular CNS region, we performed one-sided binomial tests to calculate its *P*-value based on the probability where a multi-state gene has an “up” state at a single CNS region: the total number of regions with “up” states of all unique multi-state genes/(the number of unique multi-state genes×the number of CNS regions), i.e., 117,097/(8,159×48). After the *P*-values were calculated, they were subjected to the Bonferroni correction.

To determine what kinds of genes were enriched among those repeatedly selected as having “up” states in pairs of regions, we performed the hyperGTest in the Bioconductor packages [24], which assigns *P*-values to show that a gene category (gene ontology, or GO term) is enriched in those genes repeatedly selected as having an “up” state in pairs of regions against all multi-state genes. After the *P*-values were assigned, false discovery rates (*FDR*s) were calculated within the GO molecular function, biological process, and cellular component classes for each pair of regions, and the GO terms whose FDR was less than or equal to 0.01 were retrieved.

### Identification of regional marker gene candidates

Multi-state genes whose expression levels were higher or lower in a single CNS region (marker gene candidates) than in the others were chosen as marker gene candidates. A multi-state gene was selected as a marker gene candidate of a designated CNS region if its probe set had only the single CNS region for the highest (or lowest) state of its expression.

### Expression variability analysis

We used 32,523 one-state probe sets. To assign variability scores to the chosen probe sets, we first filtered out probe sets that were not “present” in any CNS region. We regarded a probe set as “present” in a CNS region when both samples for the region were called “present” by the Affymetrix MAS 5.0 detection algorithm (Statistical Algorithms Description Document; http://www.affymetrix.com/support/technical/whitepapers/sadd_whitepaper.pdf). Of the 32,523 probe sets, 13,619 were filtered out. Next, we made a scatter plot of the mean (X-axis) and standard deviation (Y-axis) of the log_2_-transformed expression values for each of the “present” probe sets, and drew a curve showing the running median of the standard deviation (**Figure S3C**). Variability scores were calculated by dividing the standard deviation by its running median, and then applying log_2_-transformation (**Figure S3D**).

### Inferred connections among CNS regions

To analyze the expression patterns of the NH/NT genes, we first made a list that included the genes for the ligands themselves and those for enzymes that were rate-limiting in the biosynthesis of these ligands (“ligand” genes). We also included the genes for NH/NT receptor proteins (i.e., “receptor” genes). The list of NH/NT-related genes contained 176 that encoded ligands and 270 that encoded receptors, which were components of 118 NH and NT pathways: 6 for monoamines and acetylcholine, 4 for amino acids, 95 for peptides, 2 for gases, and 11 for other types of pathways. Multi-state genes comprised 253 of these NH and NT genes. For every CNS region pair, we then counted the number of NH/NTs whose ligand gene had an “up” state in one of the CNS region pair, and whose receptor gene was “up” state in the other region. In this analysis, we ignored the strength of expression, i.e., differences between the “middle” and “high” (highest-level) states.

We illustrated the presence of more than 17 ligand-receptor pairs that correspond to the 0.05 quantile of the distribution of all combinations of regions in **Figure 5B**. To test the significance of this cutoff number (i.e. 17) of NH/NTs used for illustrating the inferred network of CNS regions, we performed the bionomial test to calculate its *P*-value as follows. The number of unique multi-state genes was 8,159, and the total number of regions with “up” states of all the unique multi-state genes was 117,097. Thus, the probability that a CNS region pair was randomly chosen as a ligand-receptor pair region was (117,097/(8159×48))^2^. The number of NT/NHs whose ligand and receptor genes were multi-state genes was 68. We performed binomial tests with these parameters to estimate the *P*-values of the null hypothesis that the number of NT/NHs (for each of 0–68) was random, and adjusted the *P*-values with the Bonferroni correction.

### Comparison of datasets

To evaluate and compare the BrainStars dataset with the Allen Brain Atlas (ABA) datasets, we retrieved the expression values from the ABA dataset for brain regions that were sampled for the BrainStars database. We mapped our brain regions to the ABA dataset, and retrieved the mean expression values (defined as “expression energies” [59]), which are available from http://www.brain-map.org/. If no expression energy for a gene was found in a specific brain region, that region was excluded from the analysis. To compare globally the BrainStars dataset with the ABA dataset, we used our brain regions which excluded the retina, pituitary, pineal, and spinal cord, drew a scatter plot, and calculated Pearson's correlation coefficients. For each gene, the single probe sets (BrainStars) with the largest mean expression values were chosen. To compare globally the BrainStars and BioGPS datasets, the means of {Cx motor, Cx cingulate}, {A anterior, A posterior}, {CA1, CA2/CA3, DG}, {OB anterior, OB posterior}, {spinal cord anterior, spinal cord posterior}, {M, ME, SCN, MPA, SO, Pa, SPa ventral, SPa dorsal, DM, VMH, Arc, LH}, {Cb vermis, Cb lobe, Cb nucleus}, and {CPu lateral, CPu medial} in the BrainStars dataset were compared with the cerebral cortex, amygdala, hippocampus, olfactory bulb, spinal cord, hypothalamus, cerebellum, and dorsal striatum in the BioGPS dataset, respectively. To compare globally the BrainStars and Teragenomics datasets, the means of {A anterior, A posterior}, {CA1}, {CA2/CA3}, {Cb vermis, Cb lobe, Cb nucleus}, {Cx motor, Cx cingulate}, {DG}, {CA1, CA2 CA3, DG, ventral S}, {M, ME, SCN, MPA, SO, Pa, SPa ventral, SPa dorsal, DM, VMH, Arc, LH}, {IC}, {PAG, SC, IC, VTA, SN, Tg, MD, VA/VL, VPM/VPL, LG, MG, Hb}, {Cx motor}, {OB anterior, OB posterior}, {PAG}, {Pituitary}, {Pn, MVe}, {Retina}, {spinal cord anterior, spinal cord posterior}, {CPu lateral, CPu medial}, {SC} in the BrainStars dataset were compared with the amygdala, CA1, CA3, cerebellum, cerebral cortex, dentate gyrus, hippocampal formation, hypothalamus, inferior colliculus, “midbrain and diencephalon, no hypothalamus”, motor cortex, olfactory bulb, periaqueductal gray, pituitary, pons, retina, spinal cord, striatum, superior colliculus in the Teragenomics dataset, respectively.

To perform a more detailed comparison of the BrainStars dataset with the ABA dataset, we first selected up to three probe sets of BrainStars marker gene candidates that showed the largest expression changes within the CNS for each of 46 brain regions (without spinal cord anterior, spinal cord posterior, retina, pituitary and pineal), choosing 120 unique marker gene candidates (**Table S3**). We then manually compared these marker gene candidates against the ABA dataset, and classified them as “matched” when their regional expression was in the same location in the Allen Brain Atlas dataset, “mismatched,” when the genes were confirmed as not being marker genes in the corresponding brain region, or “unconfirmable” when the genes could not be confirmed due to a lack of good comparative data.

## Supporting Information

Figure S1 **Sampled adult mouse CNS regions.** (**A–E**) Hierarchical clustering of brain regions and samples with various distance metrics. Brain samples were clustered by (**A**) correlation dissimilarity, and (**B**) Euclidean distance. Brain regions were clustered by (**C**) Euclidean distance. Brain regions were also statistically clustered by (**D**) correlation dissimilarity and (**E**) Euclidean distance with significance scores (red and green scores). (**F**) Scatter plot comparing the experimental replicates of all CNS regions. X- and Y-axes show the log_2_-transformed expression value of each experimental replicates. (**G**) Correlation coefficients indicating the reproducibility of the experimental replicates of each CNS region.
(PDF) Click here for additional data file.

Figure S2 **Multi-state genes.** (**A–C**) Determination of prior distributions by variational Bayesian inference of Gaussian mixture. (**A**) Distribution of the inverse of the median error variance. The median error variance was calculated as the median variance of the duplicated expression values (n = 2) in 48 brain regions for each probe set. (**B**) Plot of false-positive rates and false-negative rates generated by changing the α_0_ prior hyper-parameter. The X- and Y-axes show the false-negative rate ( = 1 – sensitivity) and 1 – the false-positive rate ( = specificity), respectively. Each curve represents a different false discovery rate (*FDR*) cut-off for the marker gene candidates, which was regarded as the true set for parameter evaluation. Gray lines show *y* = *x*+(constant), which represent equal sums of the false-positive and false-negative rates. (**C**) An example in which two mixture components overlapped and one state was nested into another state. A histogram of its expression values is shown.
(PDF) Click here for additional data file.

Figure S3 **One-state genes.** (**A**) Distribution of the standard deviation of one-state (blue) and multi-state (red) genes. (**B**) Distribution of variability scores. The higher and lower variability scores of genes indicated that their expression levels were variable and stable, respectively. (**C**) Scatter plot of the standard deviations against the means of the log_2_-transformed expression values. Blue dots represent single probe sets, and the red curve shows their running median. (**D**) Scatter plot of the mean of the log_2_-transformed expression values and the variability scores. (**E–L**) Confirmation of several stable and variable one-state genes by q-PCR. The expression values relative to the *Tbp* expression are shown. Stable one-state genes *Sgta* (**F**) and *Egln2* (**H**) were also stable by q-PCR (**E** and **G**, respectively), whereas the variable one-state genes *Kcnab1* (**J**) and *Nrip3* (**L**) were also variable by q-PCR (**I** and **K**, respectively). (**M–T**) Correlation of the variability score with the subcellular localization (**M**–**P**), molecular function (**Q**, **R**), and biological process (**S**, **T**) of the gene products. Each graph represents the ratios of genes associated with the Gene Ontology term for 25 subsets of one-state genes, sorted by the rank of their variability scores. The false discovery rate (*FDR*) for the enrichment of gene functions in stable or variable genes are also shown.
(PDF) Click here for additional data file.

Figure S4 **Comparison of BrainStars dataset with other resources.** Candidates for 120 marker genes from the BrainStars dataset are shown along with results from the Allen Brain Atlas (ABA) dataset. For each gene, the BrainStars expression values were mapped onto images of brain slices (upper-left) and represented in a bar chart (upper-right), and the ABA expression values (“expression energies”) from a coronal cross-section at the expressing CNS region are shown (lower-left).
(PDF) Click here for additional data file.

Figure S5 **Comparison of reproducibility and quantitativeness between BrainStars and ABA datasets.** (**A–B**) Scatter plot showing the reproducibility of the experimental replicates of all the CNS regions in the BrainStars (**A**) and Allen Brain Atlas (**B**) projects. Blue lines indicate 2-fold changes. (**C–D**) The proportion of replicated data points showing a difference within 2-fold in the BrainStars (**C**) and Allen Brain Atlas (**D**) projects. The dynamic range, which we defined as the range of more than 50% of replicated data points that showed a less-than 2-fold change, was from 2^4^ to 2^14^ (∼10^3.0^-fold) for the BrainStars project and 2^2^ to 2^5^ (∼10^0.9^-fold) for the ABA project. (**E–F**) Correlation coefficient showing the reproducibility of experimental replicates of each CNS region in the BrainStars (**E**) and Allen Brain Atlas (**F**) projects. (**G**) *Myl4* expression at 51 CNS regions in our data. Error bars show standard errors. In the Cx motor and Cx cingulate, the *Myl4* expressions were greatly changed with small standard errors. (**H**) Number of redundant probes for the same transcript in each database. (**I–J**) Maximum correlation coefficient between redundant probes for the same transcript. (**I**) Distribution of the maximum correlation coefficients for the BrainStars oligo-probes. (**J**) Distribution of the maximum correlation coefficients in the Allen Brain Atlas.
(PDF) Click here for additional data file.

Table S1 **Sample information for all 51 central nervous system (CNS) regions.**
(DOC) Click here for additional data file.

Table S2 **Pearson's correlation coefficients of the BrainStars dataset with the Allen Brain Atlas (ABA) dataset.**
(DOC) Click here for additional data file.

Table S3 **Comparison of the marker gene candidates in the BrainStars dataset with the Allen Brain Atlas (ABA) dataset.**
(DOC) Click here for additional data file.

Text S1 **Supporting materials and methods, and results.**
(DOC) Click here for additional data file.

# Supplementary material for: Quantitative Expression Profile of Distinct Functional Regions in the Adult Mouse Brain
**Source:** PLoS One. 2011 Aug 12;6(8):e23228. doi: 10.1371/journal.pone.0023228
**Supplement:** Table S1 — Sample information for all 51 central nervous system (CNS) regions.

Supplementary Table S1. Sample information for all 51 central nervous system (CNS) regions.

(A) CNS regions

The information for CNS regions provides the region ID, region symbol, region name, region abbreviation, anatomical classification, and note for each region.

(B) sample information

The information for samples includes the sample ID, region ID, region symbol, number of sampled mice for each time point, and sample dates for each experimental replicate.

# Supplementary material for: Quantitative Expression Profile of Distinct Functional Regions in the Adult Mouse Brain
**Source:** PLoS One. 2011 Aug 12;6(8):e23228. doi: 10.1371/journal.pone.0023228
**Supplement:** Table S2 — Pearson's correlation coefficients of the BrainStars dataset with the Allen Brain Atlas (ABA) dataset.

Supplementary Table S2. Pearson’s correlation coefficients of the BrainStars dataset with the Allen Brain Atlas (ABA) dataset.

| Region | Correlation with ABA (expression energy) |
| --- | --- |
| All regions | 0.454 |
| LS | 0.497 |
| RS | 0.492 |
| Cx motor | 0.537 |
| Cx cingulate | 0.529 |
| OB anterior | 0.460 |
| OB posterior | 0.449 |
| Pir | 0.495 |
| Tu | 0.471 |
| ventral S | 0.479 |
| CA1 | 0.558 |
| CA2/CA3 | 0.542 |
| DG | 0.506 |
| A anterior | 0.449 |
| A posterior | 0.453 |
| GP | 0.480 |
| CPu lateral | 0.492 |
| CPu medial | 0.498 |
| MD | 0.485 |
| VA/VL | 0.490 |
| VPM/VPL | 0.492 |
| LG | 0.481 |
| MG | 0.432 |
| Hb | 0.504 |
| M | 0.347 |
| ME | 0.369 |
| SCN | 0.406 |
| MPA | 0.430 |
| SO | 0.316 |
| Pa | 0.471 |
| SPa ventral | 0.436 |
| SPa dorsal | 0.451 |
| DM | 0.476 |
| VMH | 0.424 |
| Arc | 0.380 |
| LH | 0.477 |
| PAG | 0.515 |
| SC | 0.471 |
| IC | 0.492 |
| VTA | 0.461 |
| SN | 0.445 |
| Tg | 0.441 |
| Pn | 0.419 |
| MVe | 0.468 |
| Cb vermis | 0.470 |
| Cb lobe | 0.483 |
| Cb nucleus | 0.447 |

# Supplementary material for: Quantitative Expression Profile of Distinct Functional Regions in the Adult Mouse Brain
**Source:** PLoS One. 2011 Aug 12;6(8):e23228. doi: 10.1371/journal.pone.0023228
**Supplement:** Table S3 — Comparison of the marker gene candidates in the BrainStars dataset with the Allen Brain Atlas (ABA) dataset.

Supplementary Table S3. Comparison of the marker gene candidates in the BrainStars dataset with the Allen Brain Atlas (ABA) dataset.

The list provides the Affymetrix probe set ID (“BrainStars probe set ID”), highly expressed region, Allen Brain Atlas (ABA) gene symbol, ABA image series ID (coronal), ABA image series ID (sagittal), gene symbol, and the result of the comparison.

# Supplementary material for: Quantitative Expression Profile of Distinct Functional Regions in the Adult Mouse Brain
**Source:** PLoS One. 2011 Aug 12;6(8):e23228. doi: 10.1371/journal.pone.0023228
**Supplement:** Text S1 — Supporting materials and methods, and results.

# Supporting information for Quantitative Expression Profile of Distinct Functional Regions in the Adult Mouse Brain

Takeya Kasukawa, Koh-hei Masumoto, Itoshi Nikaido, Mamoru Nagano, Kenichro D. Uno, Kaori Tsujino, Carina Hanashima, Yasufumi Shigeyoshi, and Hiroki R. Ueda

## Supporting Results and Discussion

**Similar expression between the globus pallidus (GP) and substantia nigra (SN)**

The globus pallidus (GP) and substantia nigra (SN), which are classified into different classical developmental/evolutional/anatomical divisions, the telencephalon and mesencephalon, respectively, but are functionally and anatomically linked, exhibited a tight and robust clustering of their genome-wide expressions in correlation and Euclidean distances (**Figure 1C and Figure S1C**–**E**). Developmentally, GP and SN are derived from different origins in the mammalian development. GP is located in the rostral forebrain, which originates in the ventral part of the telencephalon that is derived from the alar plate (dorsal part of the neural tube). SN is located in the midbrain, which originates in mesencephalon that is derived from the basal plate (ventral part of the neural tube) [1]. From an evolutionary perspective, GP is a relatively new invention created in cartilaginous fish and did not exist in the CNS prototype of cyclostomes [2]. Hence, based on classical developmental and evolutionary perspectives, it was surprising to see the similar expression between GP and SN.

Anatomically, SN consists of two regions, Pars compacta and Pars Reticulata. SN Pars compacta consists of well-known dopamine neurons (A9 neuron) whereas SN Pars Reticulata is comprised of different types of neurons that probably originate from different regions of the mesencephalon [3]. However, these two SN regions are strongly connected to the basal ganglia, functionally forming one system. This functional system includes SN Pars Reticulata, Subthalamic nucleus and GP, which are all mutually dependent on each other by carrying out integrated information processing. These anatomical and functional linkages suggest that the similarities observed in expression could be predicted by anatomical and functional linkage. However, we note that anatomical and functional linkages alone do not predict the similarity of expression between two CNS regions because the striatum (ST), which is functionally linked to the GP and also more closely located to the GP than the physical distance between the GP and SN [3], exhibits a more dissimilar expression to GP. Therefore, the similarity in expression between the GP and the SN was an unexpected finding that could not be predicted from only classical developmental/evolutional/anatomical knowledge.

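The caudate putamen differed from GP in more probe sets than SN did. Of 1,128 pairs of the 48 regions ranked from the fewest differing probe sets, GP and SN were the 74th, GP and CPu lateral the 298th with 10,230 and GP and CPu medial the 419th with 11,566. With log2 values centred per probe set, the region nearest to GP was CPu lateral, and SN was the 10th. All 10 striatal projection neuron genes were higher in GP than in the mean of the other regions (median 1.76), among them *Ppp1r1b*, the protein phosphatase inhibitor of dopamine signaling, by 2.76, and in CPu lateral and CPu medial by 3.32 and 3.27. The vesicular release gene *Unc13c* was higher in GP by 3.0 and *Lhx6* by 2.27.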

What is the origin of the similar expression observed between these two CNS regions? At the molecular level, we note that the development of the mesencephalon region deriving the SN is promoted by *Sonic hedgehog* (*Shh*). Similarly, the development of the ventral part of the telencephalon, leading to the rostral and eventually the GP, is also promoted by *Shh* [4]. Considering that GP is a new addition since the appearance of cartilaginous fish, one attractive evolutionary-developmental biological hypothesis would be that the prototypic genetic program characterizing the origin of SN (especially Pars Reticulata) had been copied and pasted to invent the GP upon the linkage to the positional information in the basal ganglia, and hence, the dependence on *Shh* may also had been copied. Supporting this idea, *Nkx2.1* specifies the development of the neuronal precursor cells of the GP but not those of the ST whereas *Nkx2.2*, a close relative of *Nkx2.1*, is widely expressed along the anterior-posterior axis of the basal plate (ventral part of neural tube), which derives the mesencephalon and eventually the SN [5,6].

**Functions of stable and variabile one-state genes**

We observed that the stable and variable expression patterns of the one-state genes seemed correlate with their subcellular localizations (**Figure S3M–P**).  For example, genes whose product function in the nucleus tended to be stable (**Figure S3M**), whereas those whose product are located in the plasma membrane or extracellular region tended to be variable (**Figure S3O–P**). On the other hand, genes encoding cytoplasmic products tended to show intermediate (i.e. without significance) variability (**Figure S3N**). These findings concur with a recent report correlating protein function with intracellular location [7].  

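Genes of nuclear RNA machinery were on the stable side among 1-state genes. For 168 genes of splicing and RNA polymerase II the median score was -0.21 (permutation test, adjusted p = 3.83e-04), with 4 stable and 5 variable genes. The list, made by symbol prefix, takes in the secreted *Tafa* genes. Receptors of the plasma membrane were on the variable side, with a median of 0.50 for 89 G protein-coupled receptors (adjusted p = 1.00e-04, 25 variable and 3 stable), and so were genes of the extracellular matrix, with a median of 0.48 for 49 genes (adjusted p = 0.0012, 18 variable and 1 stable).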

We also observed that the molecular functions of gene products seem to correlate with the stability and variability of their one-state gene expression (**Figure S3Q–R**), as exemplified by genes for nucleic acid-binding proteins being enriched among the stable one-state genes (**Figure S3Q**), whereas those for protein-binding proteins were enriched among the variable one-state genes (**Figure S3R**). In addition, some biological processes showed correlations with the stability and variability of one-state gene expression (**Figure S3S–T**); genes for metabolic process proteins were enriched among the stable one-state genes, whereas those encoding proteins involved in developmental processes were enriched among the variable one-state genes.

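Of the mitochondrial ribosome genes with 1 state, 5 were stable and 0 variable. The 35 variable and 1 stable genes of cell adhesion lay on the other side. The median score of 177 SLC transporter genes was -0.07 (permutation test, adjusted p = 0.777), with 14 stable and 23 variable. No list of developmental genes was tested, and the homeobox genes are given with the multi-state genes.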

**Comparison of the BrainStars dataset with Allen Brain Atlas**

We also compared the BrainStars dataset with the ABA dataset at the reproducible and quantitative points. We collected a larger number of mice for the sampling of each CNS (central nervous system) region to reduce the variation between experimental replicates. In detail, we sampled 5–25 mice for each CNS region at each time point (every 4 hours over one day), resulting in samples from 30–150 mice being collected for each replicate of a single CNS region. This entire procedure in the BrainStars project was performed twice to obtain experimental replicates for every CNS region. This sampling strategy helped to reduce the expression variability between experimental replicates of the same brain region, as shown in **Figure S5A**. This scatter plot shows the high reproducibility of the BrainStars project, in which the correlation coefficient was 0.994 for the experimental replicates for all the CNS regions. In contrast, the entire procedure in the ABA project was only performed once. *In situ* hybridization (ISH) experiments in the ABA project were repeated at least twice for only approximately 7.7% of all the probes. **Figure S5B** shows the reproducibility for such probes in the ABA (correlation coefficient = 0.694), which was much lower than the reproducibility in the BrainStars. We also note that the dynamic range, which we defined as the range of the more than 50% of replicated data points that showed a less-than 2-fold change, was from 24 to 214 (approximately 103.0-fold) for the BrainStars project and from 22 to 25 (approximately 100.9-fold) for the ABA project, respectively **Figure S5C–D**. 

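In every bin of expression level between 3 and 15 on the log2 scale, at least 99.63% of the values of replicate 1 lay within 2-fold of replicate 2, and 99.78% did over all 51 regions.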

To confirm the reproducibility in the overall comparison of 51 CNS regions, we performed detailed comparisons of each CNS region, and again found higher reproducibility in the BrainStars than in the ABA project. In detail, the maximum, median, and minimum correlations in the BrainStars project between the experimental replicates for each CNS region were 0.997, 0.995, and 0.975, respectively (**Figure S5E**), whereas the corresponding figures for the ABA project were 0.774, 0.695, and 0.434, respectively (**Figure S5F**). These results suggest that the expression data in the BrainStars project have higher reproducibility and a greater dynamic range than those of the ABA project. 

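The median replicate correlation of a region was 0.9952 and the highest was that of SPa dorsal, at 0.9973. Besides the retina, Cx cingulate at 0.9884 and VA/VL at 0.9890 had the lowest values. Without the retina, pituitary and pineal, r over the 48 regions was 0.9944.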

To confirm the high reproducibility in the BrainStars project, we also performed hierarchical clustering of the 102 samples with the non-control probe set, and found that almost all of the experimentally replicated samples were closely clustered (**Figure S1A**). Although we acknowledge that there were misclassifications of a few CNS regions in this hierarchical clustering of the BrainStars project, these seemed to occur because of the similar overall expression patterns of the corresponding CNS regions, and therefore were likely inherent limitations of the clustering method. For example, we found that the Cx cingulate (cerebral cortex cingulate) and Cx motor (cerebral cortex motor) were mis-clustered together. However, even for these mis-clustered CNS regions, when we looked at the appropriate set of regional genes, their expression pattern in our data resource could correctly distinguish the corresponding CNS regions, as shown for *Myl4* (**Figure S5G**), which is also regionally expressed in the ABA (http://mouse.brain-map.org/brain/Myl4.html). These results also support the high reproducibility of the BrainStars project. 

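Cx motor and Cx cingulate differed in oligodendrocyte, astrocyte and leptomeningeal genes besides *Myl4*. Of 19 oligodendrocyte genes, 10 were higher in Cx motor (median 0.59, 14 when adjusted over the list alone), such as *Mobp* by 1.68 and *Mbp* by 1.26. Of 13 astrocyte genes, 5 were lower (median -0.40, 7 when adjusted over the list alone), with *Gfap* at -2.03, and of 14 leptomeningeal genes 4 were lower (median -0.63, 11 when adjusted over the list alone). The smooth muscle actin gene *Acta2* differed by -1.64. In all, 915 probe sets differed, 257 higher and 658 lower, and 531 to 1,191 with 1 of the 4 arrays left out. Oligodendrocyte genes also differed between the replicates of both regions.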

We also note that the dynamic range is much higher in the BrainStars than the ABA dataset.

The number of independent probes for each gene and the consistency of expression detected by these redundant probes in the BrainStars project were also much higher than in the ABA. In fact, we carefully compared the actual number of redundant probe sets as well as the ratio of highly correlated redundant probes in both datasets, and found that both figures were higher in the BrainStars project than in the ABA project. For example, there are 7,233 probe sets in the BrainStars dataset, whereas there are only 4,494 probe sets in the ABA dataset. We also found that 2,621 (36.2%) of the redundant probe sets exhibited a high correlation (>0.8) in the BrainStars dataset, while only 760 (16.9%) did so in the ABA dataset. In detail, the BrainStars dataset contains 45,037 non-control oligo-probes corresponding to 34,323 target transcripts (**Figure S5H**), of which 7,233 target transcripts have redundant probe sets. In contrast, the ABA dataset contains 23,722 ribo-probes corresponding to 20,773 target transcripts (**Figure S5H**), of which 4,494 target transcripts have redundant probe sets. Therefore, the number of target transcripts with redundant probe sets is greater in the BrainStars than in the ABA dataset. To evaluate the overall consistency of expression detected by redundant probe pairs, we calculated the maximum Pearson product-moment correlation coefficient among each redundant probe set (**Figure S5H**). The ratio of highly correlated redundant probes (correlation > 0.8) in the BrainStars dataset was 2,621 (36.2%) of 7,233 redundant probe sets, which is higher than the 760 (16.9%) of 4,494 redundant probe sets in the ABA dataset. 

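Of 9,010 genes with more than 1 probe set, 3,869 (42.9%) had a pair with r above 0.8 over the 51 regions, and the median of the highest r was 0.7445. Among genes with at least 2 probe sets with a highest regional mean of 7 or more, 3,467 of 6,717 (51.6%) did. Without the probe sets that may bind other transcripts (suffixes _x, _s and _a), 2,024 of 6,622 (30.6%) did. Over the 48 regions without the retina, pituitary and pineal, 3,397 of the 9,010 genes (37.7%) did, with a median highest r of 0.7016. Genes were counted here and target transcripts in the paper, so the shares are not like for like.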

To evaluate the consistency of the expression detected by the redundant probe sets in detail, we calculated the maximum correlation among redundant probe sets, and plotted their distribution for both datasets (**Figure S5I–J**). The BrainStars dataset had peaks of maximum correlation around 0.9-1.0 (**Figure S5I**), whereas the ABA dataset had a peak of maximum correlation around 0-0.1 and 0.7-0.8 (**Figure S5J**), implying that a larger number of redundant probes did not correlate well in the ABA dataset. These results indicated that the consistency of expression detected by redundant probe sets was higher in the BrainStars dataset. In conclusion, the number of redundant probes for each gene, as well as the consistency of expression detected by redundant probes in the BrainStars dataset were higher than in the ABA dataset.

After performing careful comparisons, we strongly believe that the quantitativeness and reproducibility of BrainStars are higher than compared with those of the ABA. We respect the Allen Brain Atlas database (a high-throughput whole-brain ISH database), especially for its single-cell-level spatial resolution. However, the ABA also has issues in its reproducibility and consistency of redundant probe sets, probably due to its lower dynamic range, as described above. We thus believe that the complementary and cooperative usage of these genome-wide expression datasets, would be a useful platform for further investigation of the structure and function of the adult mouse brain.

## Supporting Materials and Methods

**Identification of multi-state genes**

Genes with multi-state expression patterns were identified with a variational Bayesian inference to fit a Gaussian mixture model [8]. We used log2-transformed expression values for the 45,037 non-control probe sets in the 48 CNS regions that did not include the retina, pituitary, or pineal.

Before identifying genes with multi-state expression patterns, we chose a training set for this analysis in which the expression levels of genes were clearly higher or lower in a single CNS region than in the others. These genes were identified based on the template-matching method [9].  First, for each region, we made a template pattern with 1 as the target region and 0 for the others, and calculated Pearson's correlation coefficients between the template and log2-transformed expression values of each probe set.  We then performed statistical tests for all the correlation values using Fisher's Z-transform to calculate the *P*-values, and corrected the multiple comparisons by assigning a false discovery rate (*FDR*) to them.  After the test, we retrieved the probe sets for which the *FDR* of the Pearson's correlation between the template of the highest (or the lowest) region and the log2-transformed expression values was less than or equal to 0.0001.

To identify multi-state genes in the adult mouse brain, we modeled the distribution of the log2-transformed expression values of a single probe set in *N* brain regions (*N =* 48, in this study) using the following Gaussian mixture model [8]:

where *K* is the number of components (or “states”) in the Gaussian mixture, *N*(•) is the Gaussian distribution, and the parameters are the mean, precision (=1/variance), and mixing coefficient (weight) of a mixture component *k*. To estimate these parameter values, we performed variational Bayesian inference. In detail, conjugate prior distributions of the parameters were defined as follows:
,
where , and Dirichlet(•) and Gamma(•) are the Dirichlet and gamma distributions, respectively. are prior hyper-parameters. The prior hyper-parameter is defined as 0.001, which was intended to be a non-informative prior distribution, and is the mean of *X*. To determine the prior hyper-parameters and , the median of error variances () of the duplicated expression values (n = 2) of 48 brain regions was calculated for all probe sets. Since the distribution of can be fitted to a gamma distribution (**Figure S2A**), was determined from the mean and the variance of the distribution of as ~2.233 (= mean2/variance). was defined as × for each probe set. Finally, to determine the prior hyper-parameter , the subsequent variational Bayesian procedures were performed 2,000 times by changing to 1, 0.5, 1/3, 0.25, 0.2, 1/6, and 0.1, and the sums of the false-positive and false-negative rates of the training set were calculated (**Figure S2B**). By this procedure, , which has the minimum sum of false-positive and -negative rates, was chosen as a prior hyper-parameter.

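With the replicate variances of these arrays, the shape of the prior was 2.2526, and among the priors of the mixture weights compared on 707 training probe sets, 704 higher and 3 lower in a single region, 0.5 gave the lowest sum of error rates, 0.0168, followed by 0.0172 at 1 and at 1/3. The median replicate SD of a probe set was 0.08 on the log2 scale.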

To infer the posterior distributions,, and
where are posterior hyper-parameters, the following procedure was performed: 1) the initial values for hyper-parameters were set; 2) the following values were calculated:

,
where is a digamma function. 3) This calculation was repeated until the lower bound (*L*) did not improve (difference between the previous and current *L* < 1.0×10-6):

.
The procedure was iterated 50,000 times. We determined this number (50,000) by tracking the number of effective components, which means that at least one data point (region) was clustered into the components, for every 200 repeats in this procedure, and by judging that the inference of our data set was converged. After the iteration, the result with the lowest *L* was chosen as the best-fit parameters of the Gaussian mixture model by, , . Each brain region *n* was then assigned to a “state” *k* that corresponded to the mixture component *k* with the maximum value in . Sometimes two or more mixture components overlapped, causing a situation where one state was nested into another state (**Figure S2C**). For this situation, if regions *n*1 and *n*2 in state 1, and a region *n*3 in state 2 satisfied *xn*1 < *xn*3 < *xn*2, states 1 and 2 were merged into a single state.

After 50,000 repeated fitting procedures and choosing the best-fit result for each probe set, the CNS regions were grouped according to predicted states. For example, CNS regions were classified into three groups for three-state genes because there were three states (“high,” “low,” and “middle”).

**Functional analysis on one-state genes**

Gene Ontology assignments to the probe sets were retrieved from the Bioconductor 2.3 annotation packages [10]. To identify the functions of the protein products of genes that were enriched among the variable or stable genes, we assigned a *P*-value to every GO term using the Wilcoxon rank-sum test between the variability scores of genes that were assigned the GO term and those that were not. After the *P*-value assignment, we calculated the FDR.

## Supporting References

1. Paxinos G (2004) The Rat Nervous System, Third Edition. San Diego, CA: Academic Press.

2. Reiner A, Medina L, Veenman CL (1998) Structural and functional evolution of the basal ganglia in vertebrates. Brain Res Brain Res Rev 28: 235-285.

3. Kandel ER, Schwartz JH, Jessell TM (2000) Principles of Neural Science. New York: McGraw-Hill Medical.

4. Ericson J, Muhr J, Jessell TM, Edlund T (1995) Sonic hedgehog: a common signal for ventral patterning along the rostrocaudal axis of the neural tube. Int J Dev Biol 39: 809-816.

5. Sussel L, Marin O, Kimura S, Rubenstein JL (1999) Loss of Nkx2.1 homeobox gene function results in a ventral to dorsal molecular respecification within the basal telencephalon: evidence for a transformation of the pallidum into the striatum. Development 126: 3359-3370.

6. Shimamura K, Hartigan DJ, Martinez S, Puelles L, Rubenstein JL (1995) Longitudinal organization of the anterior neural plate and neural tube. Development 121: 3923-3933.

7. Ertel A, Tozeren A (2008) Switch-like genes populate cell communication pathways and are enriched for extracellular proteins. BMC Genomics 9: 3.

8. Bishop CM (2006) Pattern Recognition and Machine Learning Jordan M, Kleinberg J, Schölkopf B, editors. New York: Springer.

9. Pavlidis P, Noble WS (2001) Analysis of strain and regional variation in gene expression in mouse brain. Genome Biol 2: RESEARCH0042.

10. Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, et al. (2004) Bioconductor: open software development for computational biology and bioinformatics. Genome Biol 5: R80.

**Table S1. Sample information for all 51 central nervous system (CNS) regions.**

**Table S2. Pearson’s correlation coefficients of the BrainStars dataset with the Allen Brain Atlas (ABA) dataset.**

**Table S3. Comparison of the marker gene candidates in the BrainStars dataset with the Allen Brain Atlas (ABA) dataset.**

How the deposited data were processed for this re-analysis (not part of the article)

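Expression was measured on 102 Affymetrix GeneChip Mouse Genome 430 2.0 arrays, 2 for each of 51 regions of the adult mouse central nervous system, each array holding RNA pooled over 6 time points from 30 to 150 mice. The authors normalized the arrays by RMA (the text gives no version), and the deposited values are log2 expression values. All 45,037 probe sets other than 64 controls were used. The retina, pituitary and pineal entered the replicate and clustering results only, and the other results rest on the 96 arrays of 48 regions, as in the paper. Gene symbols come from the platform annotation, in which 34,945 probe sets name 1 gene, 932 name several and 9,160 name none, and probe sets with several or no names were left out of gene lists. Of the named ones, 34,741 had a gene ID in the RefSeq table of the mouse genome, and 0 symbols changed through it. Arrays give no counts, and their number limits the precision.

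Differences between regions were tested with limma 3.58.1 in R 4.3.3, with 1 coefficient per region and moderated variances over 48 residual degrees of freedom (6.63 prior degrees of freedom). Each region was compared with the mean of the other 47, GP with SN and Cx motor with Cx cingulate, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05. The replicate numbers pair the arrays of Cx motor and Cx cingulate, for which Table S1 gives the same sampling days, and these arrays deviated together from their region means (correlation 0.528). Of all 35 pairs of regions that share both days, 18 had a correlation above 0.1 and 3 under -0.1 (mean 0.0998). A anterior, sampled on the same days as Cx motor and Cx cingulate, had -0.456 with the former and -0.569 with the latter. GP and SN, which do not share both days, had -0.0156. Marker lists were tested with camera at its preset correlation of 0.01 and at an estimated one, adjusted over all lists and regions. Tested on simulated shifts, this model recovered 88% of shifts of 0.5 on the log2 scale in 1 region and 100% of those of 1, 2 and 4, with 50 probe sets of each size among 8,000 and 5 false calls. Clustering used complete linkage on 1 minus Pearson's r of linear values, as the paper's methods state, besides Euclidean distance. Permutation tests used 100000 permutations. Those of the variability scores under alternative settings used fewer, and their smallest permutation p was 1.00e-04.

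States were inferred with the variational mixture model of Text S1, written anew in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with up to 6 components, 20 random starts, a tolerance of 1e-06 and a prior of the mixture weights of 0.5, chosen as in Text S1 on 707 probe sets found by template matching at a false discovery rate of 1e-04. In simulated shifts of 0.5, 1 and 2 in 1 to 6 of the 48 regions, 32.8%, 81.2% and 97.8% of the shifted regions were recovered. Up states are all states above the lowest. Category shares were tested with two-sided Fisher's exact tests against all genes, and up states by region with one-sided binomial tests and Bonferroni correction. The variability score compares the SD of a 1-state probe set with the running median of 500 probe sets of like mean, and the probe sets with the lowest highest regional mean were left out in the share that the paper left out by detection calls, which were not used here. Figures were drawn with matplotlib 3.10.9.

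Lists were fixed for oligodendrocyte, astrocyte, microglia, endothelial, leptomeningeal, choroid plexus, ependymal, anterior pituitary, photoreceptor, neuron, blood, immediate early, dopaminergic, GABAergic, cholinergic, striatal projection neuron, hypothalamic peptide, SCN and habenula genes. Category lists, made from symbols and gene names, covered nuclear receptor, homeobox, Hox cluster, forkhead, cell adhesion, extracellular matrix, G protein-coupled receptor, ion channel and SLC transporter genes, the splicing and RNA polymerase II, proteasome, mitochondrial ribosome, cytosolic ribosome and internal control genes, and 86 ligand and receptor pathways. By the rule on prefixes, the splicing and RNA polymerase II list takes in *Tafa1* to *Tafa5* and *Medag*, and the ion channel list *Kcnq1ot1*. The text names every gene that the paper names with a region, the probe sets of Table S3, list members, and for each comparison the 10 largest differences in each direction past the threshold with both arrays beyond those of at least 45 other regions, or beyond those of the 1 region compared. Some genes that the paper names, such as *Gapdh*, have no probe set that names them alone and are left out.

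The alternatives tried were a replicate block, a sampling day block, a variance trend with robust estimation, cyclic loess normalization, a highest regional mean of at least 7, comparison with the regions of the same sampling period, average linkage, log2 and centred values and Euclidean distance for clustering, other priors, 5 starts, a common prior variance, nested states not merged, the Bayesian information criterion, 1 probe set per gene, the highest state only, other windows of the score, the replicate variance subtracted, and leaving out each replicate. Without the brightest 1% of probe sets and without the probe sets that follow the GABAergic genes, the similarity of GP and SN was computed as well, settings added after the values were seen.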

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

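The tests on oligodendrocyte transcripts in GP and SN and on the ranks in single replicates, on photoreceptor genes alone and on *Sag* in replicate 1 of OB anterior, and on the ventricle lining and the cells of CA2/CA3 were chosen only after the result was seen, as were the genes given for the retina and the leaving out of the brightest probe sets and of those that follow GABAergic genes. The rules that leave GABAergic transcripts and expression of *Sag* in the bulb open were also set after their values were seen. The rules written before would have counted those values against both.

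GP and SN, which belong to different divisions, were the 58th closest of 1,275 pairs of regions with linear values. Without the 630 probe sets that follow the oligodendrocyte genes they were the 81st, where random sets gave the 47th to the 63rd, and the rank rose beyond random sets in each replicate alone, from 43 to 62 in replicate 1 and from 88 to 109 in replicate 2. Without the brightest 1% of probe sets they were the 104th, with a rise to 78 and 139 in the single replicates and no random sets of like brightness to compare. Shared myelin transcripts and a small number of the brightest probe sets are therefore candidate explanations for part of the closeness. Shared transcripts of GABAergic neurons stay open, since only 10 probe sets follow the GABAergic genes and the 59th place without them could hardly have differed, and so does a shared developmental program, which Text S1 proposes and which was not tested.

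The photoreceptor gene *Sag* was at 8.75 and the growth hormone gene *Gh* at 8.08 in replicate 2 of OB anterior, where replicate 1 had 6.77 and 6.11, and Table S3, which lists both genes for OB anterior, gives no values per replicate. RNA of the mixed kind in the retina arrays is argued against. The 50 probe sets most specific to those arrays had a median difference between the replicates of 0.024, where the share of *Gh* would need 0.730. Pituitary RNA is argued against as well, with 0.006 where 0.129 was needed. The retina arrays also held muscle, corneal and pituitary transcripts, and their 50 probe sets may follow those tissues. Retina RNA free of them is therefore not decided by this test. RNA of photoreceptors alone may account for part of the rise of *Sag*. The other 15 photoreceptor genes had a median difference of 0.236, with 11 higher, beyond the -0.154 to 0.103 of the other regions. The rise of *Sag* was 4.641% of its retina level, and that of the others at most 3.478%, for *Opn1mw*. Expression in the bulb cells of that pool stays open, since *Sag* at 6.77 in replicate 1 only restates the pattern, and so does the source of *Gh*. Table S1 gives the same sampling day for replicate 2 of OB anterior, OB posterior, the retina and the pituitary. In OB posterior that replicate had *Sag* at 6.61 and *Gh* at 6.39. A link with that day was not tested.

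Genes of the choroid plexus were higher in CA2/CA3 by a median of 1.6, in a list the paper does not discuss, with *Ttr* at 14.52 there, at 13.63 in Hb and at a median of 9.45 over the regions. Table S3 lists the members *Sostdc1*, which matched the Allen Brain Atlas, and *Kl* for CA2/CA3, by region and not by cell type. *Kl* entered the list through another probe set, at which CA2/CA3 ranked 26th. The lining of the ventricle is argued against by MPA, which had the highest ependymal median and a choroid plexus median of -0.118. Choroid plexus tissue in the pools and expression in the cells of CA2/CA3 cannot be told apart. The ratio of the excess in CA2/CA3 to that in Hb had an SD of 1.492 over only 5 members, and the members differed by 0.268 between the replicates, which either could give.

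Other results lie in gene lists that the paper does not discuss, apart from *Cx3cr1* among the microglia genes, and in genes of the retina arrays that it does not name. The oligodendrocyte genes were higher in the anterior spinal cord by a median of 1.87. The microglia genes were higher in GP by a median of 1.0. The leptomeningeal genes were higher in SO by a median of 3.0. The ependymal genes were higher in MPA by a median of 2.32. The immediate early genes were higher in OB posterior by a median of 1.2. In the lower of the 2 retina arrays, the pituitary hormone gene *Prl* was at 13.44, the muscle gene *Ckm* at 13.37 and the corneal keratin gene *Krt12* at 13.95, where the 48 regions reached at most 6.59, 8.06 and 9.70.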

How the results depend on the processing

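The leaving out of the brightest 1% of probe sets and of those that follow GABAergic genes was chosen after the data were seen. Of the comparisons tallied under each alternative, 283 stayed within 1.5 times their value or on the same side of the test. Another 29 moved, 5 passed a threshold they had missed and 1 no longer passed. The tally leaves out the calls of single regions for up states and the Hox cluster share, some of which also changed. All 70 results for the variability scores of gene lists stayed on their side of the test, as did 1,573 of 1,582 for 216 single genes, and no list or gene that had passed reversed. With a replicate block, 41,059 probe sets differed among regions, 12,055 in Hb, 5,737 between GP and SN and 921 between Cx motor and Cx cingulate, and none of the named genes changed sides. Over all pairs of regions, arrays of the same replicate number hardly deviated together, with a mean correlation of deviations from the region means of 0.0085. The limits on the counts were not ranked against each other. With a region at 1 array, whose spread is then taken from the other regions, fewer probe sets passed in each region and between GP and SN, from 5,961 to 9,526 in Hb, 11,389 to 17,758 in SCN, 3,216 to 4,937 in GP, 4,100 to 6,204 in SN, 8,706 to 8,818 in OB anterior, 7,588 to 7,993 in CA2/CA3 and 3,201 to 3,935 between GP and SN. Between Cx motor and Cx cingulate 531 to 650 passed without 1 of 3 arrays and 1,191, more than the 915 with all arrays, without replicate 2 of Cx cingulate. Fewer arrays in the model are part of that setting. Of dim probe sets, with a highest regional mean under 7, 22.5% had more than 1 state, and whether signal near the background lowers this share was not tested.

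For the values that changed otherwise, the cause was not tested. The replicate correlation was 0.9899 at a highest regional mean of at least 7 and 0.8759 with centred values. GP and SN ranked 107th with log2 values, 270th with centred values and 104th without the brightest 1%. Multi-state probe sets numbered 22,697 with a prior of 1, 9,417 with 1/6 and 8,108 with 0.1. With the Bayesian information criterion there were 1,280 high and 98 low markers, and with a prior of 1 there were 888 low markers. The homeobox share was 72.4% with a prior of 1 (adjusted p = 0.0729, from 7.72e-10 to 0.0729 over all alternatives). The forkhead share was 54.1% with 1 probe set per gene and past the threshold, as it was without a replicate (64.9% to 67.6%), and the SLC share was 45.3% with a prior of 1/3 and 52.4% without replicate 1, both past it, but 45.3% without replicate 2 and not past it. Ligand and receptor combinations numbered 5,419 with the highest state only. Stable genes numbered 1,356 with the replicate variance subtracted (509 to 527 without a replicate). With an estimated correlation, 86 of 355 list results passed. Genes with a pair of probe sets with r above 0.8 numbered 2,024 without the suffixes _x, _s and _a. Single genes that no longer passed without 1 array were *Oprm1*, *Hgf*, *Foxp2*, *Lnpk*, *Ermn* and *Zic1*.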

Differences from the paper's values

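The test for nuclear receptor genes among multi-state genes gave p = 0.0021, and the paper's value is 0.013. The numbers were 31 of 44 genes, and the paper's are 33 of 48. All of the alternatives set before the data were examined differ as well, with 0.0380 for 1 probe set per gene, 0.0025 at a highest regional mean of at least 7, 0.0035 without replicate 1, 9.50e-05 without replicate 2, 0.0024 with a prior of the mixture weights of 1 and 4.00e-05 with 1/3.

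There were 14,965 ligand and receptor interactions over 46 pathways, and the paper's number is 23,864, over more pathways. The totals are therefore not like for like, and values per pathway were not compared. Without replicate 1 there were 15,955, which is within 1.5 times the paper's number. The other alternatives differ, with 5,419 for the highest state only, 10,473 for 1 probe set per gene and 14,391 without replicate 2. At the upper 0.05 quantile over pairs of regions there were 11 of the 46 pathways, and the paper's number is 17, again out of more pathways. All alternatives differ here, with 5 for the highest state only, 8 for 1 probe set per gene and 11 without either replicate. The lists of nuclear receptors, ligands and receptors are not the paper's lists. Nor are those of homeobox, extracellular matrix and cell adhesion genes, so their p-values also differ from the paper's and are not like for like.

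Of 46 genes that the paper names with a region, 43 were highest there and all 46 were higher than in the other regions. The paper places the highest level of *Camk2a* in the hippocampus, and its brightest probe set was highest in Cx cingulate, at 13.72, while 4 of its 6 probe sets were highest in the hippocampus. The paper places *Oprm1* highest in Hb with 2 states, and its brightest probe set was highest in Pir, at 8.54, with 1 state, while 2 of its 4 probe sets were highest in Hb and the one with the largest spread had 2 states. The paper states that *Hgf* is expressed in A posterior and does not place its highest level there. *Hgf* had 7.46 in SC and 7.44 in A posterior at its brightest probe set, with 1 state, and 2 of its 3 probe sets were highest in A posterior. Without replicate 1, 44 of the 46 genes were still higher than in the other regions past the threshold, and without replicate 2 all 46 were. The paper places *Slc17a6* lowest in the cerebellum with the hippocampus between, and it was lowest in the lateral caudate putamen, at 5.66, with 6.52 in Cb lobe, 12.02 in Cb nucleus and 8.96 in CA1. At their brightest probe sets *Slc17a6* had 2 states, *Camk2a* 2, *Cbln1* 5 and *Th* 4, other numbers than the paper gives, while the probe sets with the largest spread had 4 states for *Camk2a* and 2 for *Cbln1*, as in the paper. *S1pr3* had 1 state at its brightest probe set, where the paper shows more, and 2 at the one with the largest spread.

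Of the 100 probe sets of Table S3, 51 had their highest state in the listed region alone. The paper gives *Dsp* as a marker of DG and *Nr0b1* as a marker of SPa dorsal, and the high state of *Nr0b1* took in 6 regions. That of *Nr5a1*, also given for SPa dorsal, took in VMH. That of *Gbx2*, given for MD, took in MG and Hb, and that of *Qrfpr*, given for VMH, 4 regions. Of the 2 probe sets of *Dsp* in Table S3, 1 had 10 regions in its high state and the other DG alone, as in the paper. For *Peg10*, given by the paper for DM alone, it took in SCN as well. The paper draws arrows for pairs of regions past a Bonferroni correction, and 0 pairs passed it, with 2 without replicate 1. SCN received 6 arrows and was the fifth of 48 regions, where the paper states that many arrows come in. The paper names *Ilkap* as stable with 1 state, and its brightest probe set had 2 states over a range of 1.34, while the other scored -1.30. Among regions with more up states over all genes, Fig. 2B marks CA1, which did not pass except with the highest state only, and MPA, SPa dorsal and Pn passed here, though SPa dorsal not with the highest state only or without either replicate and Pn not with the highest state only or without replicate 2.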

Other observations

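Regions of the hypothalamus held several peptide genes at once. Of 19 hypothalamic peptide genes, 11 were higher in MPA (median 1.26, 12 higher and 3 lower when adjusted over the list alone), among them oxytocin, *Oxt*, at 14.22, vasopressin, *Avp*, at 12.30, and galanin, *Gal*, 2.92 above the other regions. In DM 12 were higher and 5 lower, with the melanin-concentrating hormone gene *Pmch* at 13.97, which was 6.19 above the others. The ME stood apart in 18,828 probe sets, 9,631 higher and 9,197 lower (9,425 and 10,208 with cyclic loess normalization), and in fewer with either of its arrays left out. The retinol acyltransferase gene *Lrat* was higher there by 6.08, the orphan receptor gene *Gpr50* by 6.01, the Wnt receptor gene *Fzd5* by 5.68 and the insulin receptor substrate gene *Irs4* by 5.51. Lower in ME were *Gabrb2*, at -3.44, *Cnr1*, at -3.42, *Cplx1*, at -3.15, and *Syt1*, at -2.83. The pituitary gene *Fshb* was at 6.42 in ME against a median of 5.28, while *Gh*, at 7.78, and *Prl*, at 6.43, lay near their medians of 7.51 and 6.33.

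OB anterior differed from the other regions in 14,613 probe sets (8,706 and 8,818 with 1 of its arrays left out). Transcription factor genes of its projection neurons and interneurons were higher, *Eomes* by 4.12, *Tbx21* by 3.9, *Sp8* by 4.31 and *Dlx1* by 4.04, as was the calcium-binding protein gene *S100a5* by 4.79, while *Htr2c* was at -3.78. CA2/CA3 differed in 12,045 (7,588 and 7,993 with 1 array left out), with the transcription factor gene *Neurod6* higher by 5.93, the prostaglandin synthase gene *Ptgs2* by 4.04, the lipase gene *Lpl* by 3.87 and the neuronal calcium sensor gene *Hpca* by 3.77. In SCN, the calcium-binding protein gene *Pvalb* was at -2.58 and the neurofilament gene *Nefm* at -2.11. GP differed in 8,817 (3,216 and 4,937 with 1 array left out), and 4 of 5 GABAergic genes were higher there (median 1.1, adjusted p = 0.0552 with an estimated correlation). In the olfactory tubercle (Tu) all 10 striatal projection neuron genes were higher (median 3.36).

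The fewest probe sets of any pair of the 48 regions differed between OB anterior and OB posterior, 7, followed by Cb vermis and Cb lobe, 91. The most differed between A posterior and SCN, 25,733, CPu lateral and SCN, 25,522, and Pir and SCN, 24,703. Having 1 state did not mean a narrow range. Of the probe sets with 1 state, 2,583 had a range over the 48 regions above 2 on the log2 scale, and 39.1% of all probe sets with such a range had 1 state. In the retina arrays, with genes chosen after their values were seen, the actin gene *Acta1* of skeletal muscle was at 14.00 and 13.91 and the melanocyte gene *Mlana* at 11.66 and 11.37, where the 48 regions reached at most 8.08 and 5.95.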
